# Kar4 is required for the normal pattern of meiotic gene expression

**DOI:** 10.1371/journal.pgen.1010898

**Published:** 2023-08-28

**Authors:** Zachory M. Park, Matthew Remillard, Ethan Belnap, Mark D. Rose

## Abstract

Kar4p, the yeast homolog of the mammalian methyltransferase subunit METTL14, is required for efficient mRNA m^6^A methylation, which regulates meiotic entry. Kar4p is also required for a second seemingly non-catalytic function during meiosis. Overexpression of the early meiotic transcription factor, *IME1*, can bypass the requirement for Kar4p in meiotic entry but the additional overexpression of the translational regulator, *RIM4*, is required to permit sporulation in *kar4*Δ/Δ. Using microarray analysis and RNA sequencing, we sought to determine the impact of removing Kar4p and consequently mRNA methylation on the early meiotic transcriptome in a strain background (S288c) that is sensitive to the loss of early meiotic regulators. We found that *kar4*Δ/Δ mutants have a largely wild type transcriptional profile with the exception of two groups of genes that show delayed and reduced expression: (1) a set of Ime1p-dependent early genes as well as *IME1*, and (2) a set of late genes dependent on the mid-meiotic transcription factor, Ndt80p. The early gene expression defect is likely the result of the loss of mRNA methylation and is rescued by overexpressing *IME1*, but the late defect is only suppressed by overexpression of both *IME1* and *RIM4*. The requirement for *RIM4* led us to predict that the non-catalytic function of Kar4p, like methyltransferase complex orthologs in other systems, may function at the level of translation. Mass spectrometry analysis identified several genes involved in meiotic recombination with strongly reduced protein levels, but with little to no reduction in transcript levels in *kar4*Δ/Δ after *IME1* overexpression. The low levels of these proteins were rescued by overexpression of *RIM4* and *IME1*, but not by the overexpression of *IME1* alone. These data expand our understanding of the role of Kar4p in regulating meiosis and provide key insights into a potential mechanism of Kar4p’s later meiotic function that is independent of mRNA methylation.

## Author summary

Kar4p is required at two stages during meiosis. Cells lacking Kar4p have a severe loss of mRNA methylation and arrest early in the meiotic program, failing to undergo either pre-meiotic DNA synthesis or meiotic recombination. The early block is rescued by overexpression of the meiotic transcription factor, *IME1*. The *kar4*Δ/Δ cells show delayed and reduced expression of a set of Ime1p-dependent genes expressed early in meiosis as well as a set of later genes that are largely Ndt80p-dependent. Overexpression of *IME1* rescues the expression defect of these early genes and expedites the meiotic program in the wild type S288c strain background. However, *IME1* overexpression is not sufficient to facilitate sporulation in *kar4*Δ/Δ. Completion of meiosis and sporulation requires the additional overexpression of a translational regulator, *RIM4*. Analysis of *kar4*Δ/Δ’s proteome during meiosis with *IME1* overexpression revealed that proteins important for meiotic recombination have reduced levels that cannot be explained by equivalent reductions in transcript abundance. *IME1* overexpression alone rescues the defect associated with a catalytic mutant of Ime4p, implying that the early defect reflects the loss of mRNA methylation. The residual defects in protein levels likely reflect the loss of a non-catalytic function of Kar4p, and the methylation complex, which requires overexpression of *RIM4* to suppress.

## Introduction

Meiosis is a highly conserved eukaryotic cell differentiation process that begins with a single diploid cell and culminates in the production of four haploid cells. In the budding yeast, *Saccharomyces cerevisiae*, meiosis occurs in response to environmental stress and results in the production of four haploid spores (gametes) contained in a single ascus.

The yeast meiotic program is initiated when diploid cells are exposed to conditions lacking nitrogen and a fermentable carbon source. Nutrient signaling is coupled with ploidy sensing mediated by *MAT*a1/α2 leading to expression of the early meiotic transcription factor, Ime1p [1]. Ime1p initiates the expression of a set of genes required for the initiation and early steps of the meiotic program, including pre-meiotic S-phase and meiotic recombination. Within Ime1p’s regulon is the meiotic protein kinase Ime2p. Ime2p functions to initiate pre-meiotic S-phase, activate the middle meiotic transcription factor, Ndt80p, and turn off *IME1* expression, as well as other regulatory roles that are essential for the proper completion of meiosis [2–8]. Activation of Ndt80p induces the expression of genes required for completion of the meiotic divisions and spore maturation [1,7,9–12]. In addition to these three key meiotic regulators, the RNA-binding translational regulator Rim4p has also emerged as an important regulator of the meiotic program. Rim4p has been shown to have two functions: 1) it activates the expression of early meiotic genes, including *IME2* [13,14], and 2) it blocks the translation of mid-late meiotic genes including *CLB3* that are transcribed before their protein products are required [15]. The block to translation is mediated by the sequestration of the regulated mRNAs into amyloid-like aggregates [16]. The aggregates are targeted for degradation by Ime2p phosphorylation, which releases the bound mRNAs making them accessible to the translation machinery [17–19].

Methylation of mRNA is another key mechanism of regulation during meiosis. Among the most abundant mRNA modifications, m^6^A methylation is widespread among eukaryotes. Methylation in mammals is catalyzed by a trimeric complex, composed of METTL3, METTL14, and WTAP, which is highly conserved across eukaryotes [20–22]. In yeast, the complex was initially identified as containing Ime4p (the ortholog of METTL3), Mum2p (the ortholog of WTAP), and Slz1p (the ortholog of ZC3H13) [23,24]. However, work described in Park et al. (2023) and Ensinck et al. (2023) showed that Kar4p, the ortholog of METTL14, is also part of the catalytic complex and required for efficient mRNA methylation [25,26]. In yeast, mRNA methylation levels peak early in meiosis before the induced expression of *NDT80* and initiation of the first meiotic division [24]. Methylation is present mainly around 3’ UTRs and the methylated transcripts are enriched on translating ribosomes. The methylated transcripts are enriched from genes involved in early stages of meiosis including DNA replication and recombination. Of particular importance, the transcripts of key regulators of meiosis have been reported to be methylated including *IME1*, *IME2*, and *RME1* [27–29]. *RME1* encodes the main transcriptional repressor of *IME1*; methylation of *RME1* transcripts is associated with more rapid turnover. The reduction in *RME1* transcript levels leads to reduced Rme1 protein production and increased expression of *IME1*; increased *IME1* subsequently licenses cells to initiate the meiotic program. Remarkably, Ime4p has also been implicated in meiotic functions that are independent of mRNA methylation [30]. Taken together, transcriptional, post-transcriptional/translational, and post-translational mechanisms of regulation are all required to ensure proper completion of the meiotic program.

Kar4p is required early in meiosis before pre-meiotic S-phase and has two distinct functions in meiosis, termed Mei and Spo [25]. These two functions are distinct from its function during yeast mating, where it acts with the key mating transcription factor, Ste12p, to promote the transcription of genes required for late steps during mating [31–33]. Kar4p is required for efficient mRNA methylation during meiosis, resulting in higher Rme1p levels in *kar4*Δ/Δ and lower Ime1p levels, causing an early defect in meiosis. Ectopic overexpression of *IME1* suppresses the early Mei^-^ *kar4*Δ/Δ defect. However, the additional overexpression of *RIM4* is required to suppress the Spo^-^ defect and allow sporulation in *kar4*Δ/Δ. The Mei^-^ defect is associated with Kar4p’s role in mRNA methylation given that methylation acts upstream of *IME1* and is similar to that of an *IME4* catalytic mutant. That Rim4p overexpression is required to suppress the Spo^-^ defect but is not needed to suppress the *IME4* catalytic mutation, suggests that Kar4p, like Ime4p, may also regulate meiosis via a mechanism that is independent of mRNA methylation.

The genetic analysis suggested that Kar4p and the methyltransferase complex plays a key role in the regulation of early meiotic transcription, as well as having less well-defined regulatory functions later in meiosis. Here, we use transcriptomic and proteomic analysis to examine how Kar4p impacts the meiotic transcriptional landscape and to determine the nature of the Spo^-^ meiotic defect. Microarray and RNA-seq data show that *kar4*Δ/Δ mutants have both an early transcriptional defect, which is rescued by overexpressing *IME1*, and a late transcriptional defect, which is rescued by additionally overexpressing *RIM4*. The late transcriptional defect largely involves genes within Ndt80p’s regulon, and there is a strong defect in *NDT80* expression in *kar4*Δ/Δ. In addition, mass spectrometry (MS) identified a subset of proteins that are disproportionately reduced relative to their transcript levels in *kar4*Δ/Δ, even with overexpressed *IME1*. The protein levels were restored by the additional overexpression of *RIM4*, without correlated changes in the level of gene expression. This suggests that *RIM4* overexpression likely impacts the efficiency of translation of these transcripts as opposed to increasing their overall levels. Taken together, these findings support a model in which Kar4p acts early through regulating *IME1* expression to facilitate meiotic entry and has a later function that appears to be at least partially upstream of Ndt80p, which functions to positively regulate the translation of a set of transcripts required during various stages of meiosis.

## Results

### Meiotic transcriptional profile of kar4Δ/Δ

The requirement for Kar4p in mRNA methylation during meiosis, that mRNA methylation acts upstream of *IME1*, and that *IME1* overexpression bypasses the Mei^-^ *kar4*Δ/Δ defect [25] all suggest that there should be differences in the meiotic transcriptional profiles between wild type and *kar4*Δ/Δ cells. To determine if there is a transcriptional defect in *kar4*Δ/Δ cells during meiosis, we used microarrays to measure mRNA abundance in wild type and *kar4*Δ/Δ strains over the first 16 hours of meiosis. RNA sequencing was also conducted across several time points to validate the microarray data. 

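The RNA-seq time course covers wild type and *kar4*Δ/Δ at 0, 2, 4, 6, 8 and 12 h in sporulation medium, in 3 promoter backgrounds: the endogenous promoters of *IME1* and *RIM4*, Pzev-*IME1*, and Pzev-*IME1* together with Pzev-*RIM4*. The targeted gene checks the labels. With endogenous promoters, *KAR4* (YCL055W, chromosome III, 27929 to 28936 in the R64 annotation of S288c, the build also called sacCer3) was lower in *kar4*Δ/Δ than in wild type by a log2 difference between -4.94 and -3.97 from 2 to 12 h. With Pzev-*IME1* the difference was between -5.49 and -4.06 over all 6 time points, and with both Pzev promoters between -8.68 and -6.46. The exception was the column labelled *kar4*Δ/Δ at 0 h with endogenous promoters, where *KAR4* was at -0.55, so a direction at 0 h in that background rests on a label that *KAR4* does not bear out. The alleles named in the strain table replace *KAR4* with *KANMX*, *URA3*, *LEU2* or *HPHMX*. Among the untagged Pzev strains listed, *kar4*Δ/Δ thereby carries *URA3*, and with both promoters also *LEU2*, which wild type lacks. The act1pr-Z3EV construct is homozygous in those with both promoters and heterozygous in those with Pzev-*IME1* alone. The table does not say which strains were sequenced, and effects of these markers cannot be told apart from those of genotype or promoter.

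Cells were moved from YPD through acetate medium into potassium acetate, with β-estradiol added to induce the Pzev promoters. The authors aligned paired-end reads with BWA-MEM, counted them with htseq-count and compared conditions with DESeq2. The deposited values are their log2 fold changes of 36 conditions, each from 2 biological replicates, against wild type with endogenous promoters at 0 h. The difference between *kar4*Δ/Δ and wild type at a time point was taken here as the difference of their log2 fold changes, over the 6496 of 6660 genes with a value in every column. The shared reference cancels in it only if the deposited fold changes are additive. The slope of the paper's direct comparison (S6 Data, in part) on this difference at 12 h was 0.32 with endogenous promoters. It was 0.82 with Pzev-*IME1* and 1.00 with both Pzev promoters. A difference of at least 2-fold, the size the paper uses to define *KAR4*-dependence, was counted as lower or higher. The deposited table holds no replicate values, errors, p-values or counts, so the differences have no replicate check and no depth can be given; overlapping and antisense genes cannot be told apart, since the strand setting of the counting is not given. The only replicate values are the normalized counts of 8 genes in the paper's S1 Data, in which the 37 pairs of replicates differed by a median of 0.24 on the log2 scale and by at most 1.20 (*SAE3* in *kar4*Δ/Δ Pzev-*IME1* at 12 h).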

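With endogenous promoters, few transcripts differed between wild type and *kar4*Δ/Δ in the columns as deposited. Between 95.2% and 97.4% of the 6496 genes lay within 2-fold at each of the 6 time points, which left 172 genes at least 2-fold apart at 4 h and 310 at 6 h, the extremes. At 12 h, 110 genes were lower and 71 were higher in *kar4*Δ/Δ. After quantile normalization of the columns, which widens the narrow columns of this background, 901, 643, 927 and 453 genes were at least 2-fold apart at 2, 4, 6 and 8 h, and 202 were lower and 175 higher at 12 h. After *KAR4*, the named genes with the lowest values at 12 h were *SUL1*, a sulfate permease (-3.76), *RRT7* (-3.49), *LDS1*, which acts at the spore wall (-3.42), *RRT5* (-3.26) and the recombination gene *MEI5* (-2.72). Of the 10 genes that were highest, *EGT2*, a cell wall gene of daughter cell separation, was at 3.17, and the others have no standard name. The cytosolic ribosomal protein genes (132 genes) were lower in *kar4*Δ/Δ by a median of -0.55 at 4 h, and the amino acid biosynthesis genes (55 genes) by -0.60, with 13 and 9 members at least 2-fold lower (64 and 14 after quantile normalization). The change from 2 to 12 h in wild type and in *kar4*Δ/Δ had a Pearson correlation of 0.426 across genes, which are not independent replicates. The paper's own direct comparison of the genotypes in S6 Data, of which 1998 of 6691 rows were available, gave smaller differences: 1 gene of 1920, *KAR4* itself, was at least 2-fold apart at 12 h, against 54 by subtraction.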

The data show remarkably similar expression profiles between wild type and *kar4*Δ/Δ. However, starting at 7 hours there is a prominent gene cluster with lower expression in *kar4*Δ*/*Δ. 

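The mid- and late-meiotic genes were measured with endogenous promoters in 42 genes of the *NDT80* regulon and in 82 late genes. The late genes were those at least 4-fold higher at 12 h than at 6 h in wild type Pzev-*IME1*, a set of libraries apart from those compared here, and 27 of them have no standard name. Of the 82 late genes, 21 were lower and 1 was higher in *kar4*Δ/Δ at 12 h, with a median difference of -0.45, while 7 were lower and 1 was higher at 8 h. These counts rest on subtraction, which gave larger differences in this background than the paper's direct comparison. Of the *NDT80* regulon, *LDS1*, the outer spore wall gene *OSW1* (-2.48), *SPS4* (-2.08) and the spore wall gene *SPO19* (-1.08) were lower at 12 h, and the B-type cyclin gene *CLB1* was higher (1.41). After quantile normalization of the columns 5 genes of the regulon were lower and none was higher. The median over the regulon was -0.13, which 0.5% of 10000 random lists of the same size fell below, and it was 0.03 after quantile normalization of the columns. Random lists could not be matched on mean expression, because the deposited table gives no levels, so these percentages describe the libraries only. In wild type with endogenous promoters, the 82 late genes stood at a median log2 fold change of only 0.89 at 12 h.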

The genes in this cluster are implicated in mid- and late-meiotic processes based on gene ontology (GO) term analysis (Figs 1A, 1B and S1). Although this cluster is noteworthy, it is likely that they are indirect effects. First, the initial *kar4*Δ*/*Δ defect occurs before premeiotic S-phase, with DNA replication, meiotic recombination, and sporulation absent in *kar4*Δ*/*Δ cells. Second, the defect of Mei^-^ Kar4p mutants can be suppressed by over-expressing *IME1*, which acts at the initiation of meiosis, long before expression of the mid- and late-meiosis genes [25]. Thus, it is likely that the large changes in late gene expression reflect the consequences of an earlier, more subtle defect.

**Fig 1:**
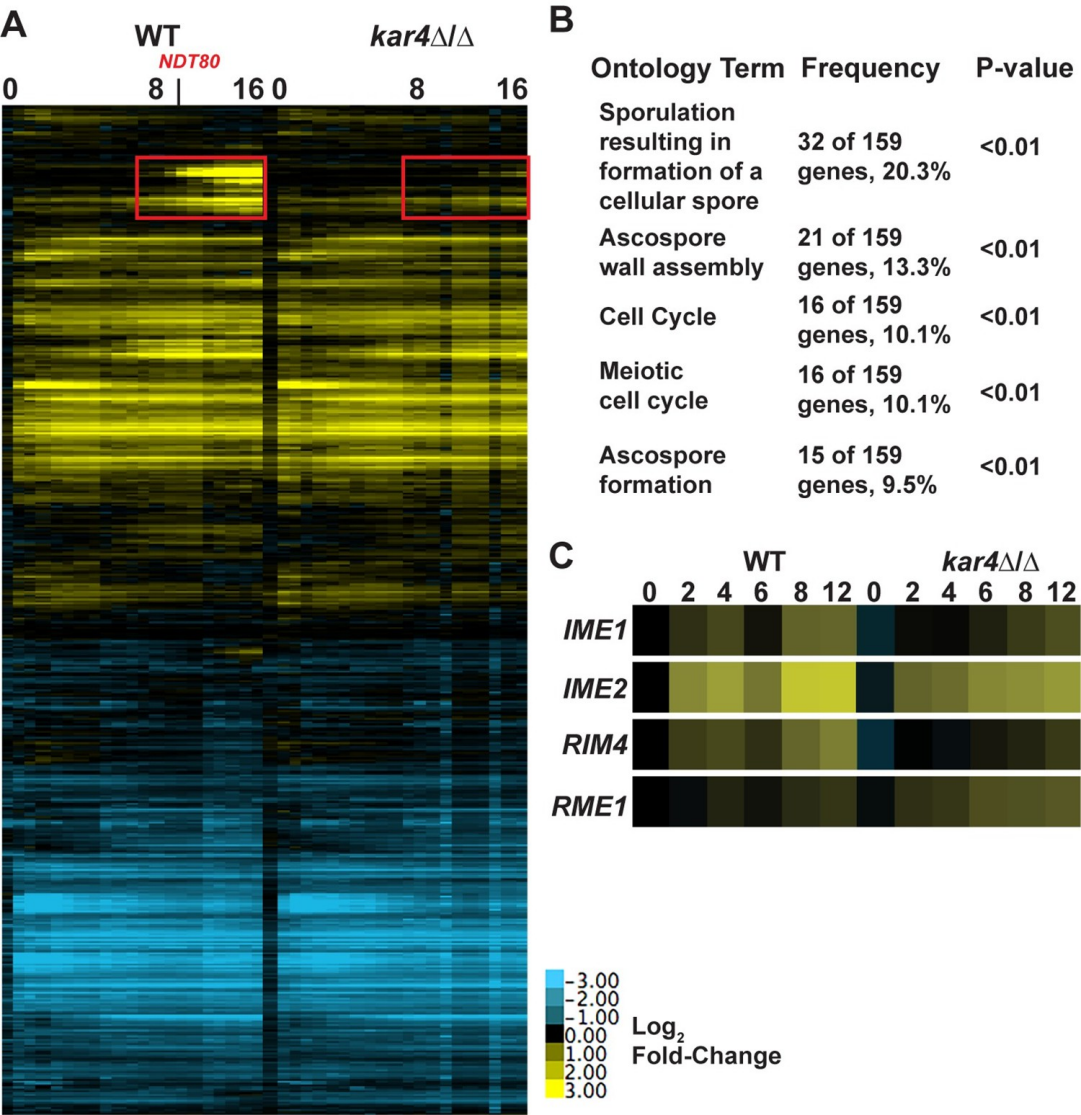
The meiotic transcriptome of *kar4*Δ/Δ. (A) Heatmap of microarray data across the first 16 hours post induction of meiosis in wild type and *kar4*Δ/Δ. Expression was normalized to wild type in starvation conditions pre-induction of sporulation. Genes were clustered in Cluster3.0 and the heatmaps were constructed with Java TreeView. Red box highlights cluster of altered late gene expression. Source data for heatmap can be found in the supplementary file S2 Data. (B) Table of the top gene ontology terms of the cluster of impacted genes in *kar4*Δ/Δ. (C) Heatmap of RNA-seq data showing the fold change relative to t = 0 in expression level of key meiotic regulators in wild type and *kar4*Δ/Δ.

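*IME1*, *RIM4* and *IME2* lie at the head of the early program: Ime1p activates the early genes, Rim4p is an RNA-binding protein and Ime2p a kinase. *IME1* (YJR094C, chromosome X, 604569 to 605651) was at 0.55, 0.82, 0.15, 1.15 and 1.19 in wild type at 2, 4, 6, 8 and 12 h in the authors' deposited table, and at 0.06, 0.05, 0.33, 0.68 and 0.90 in *kar4*Δ/Δ. The difference between the genotypes was -0.77 at 4 h, the largest, and 0.19 at 6 h, the only time point after 0 h at which *IME1* was not lower in *kar4*Δ/Δ. *RIM4* (YHL024W, chromosome VIII, 56649 to 58790) was lower in *kar4*Δ/Δ at 5 of 5 time points from 2 h on, with differences between -0.99 (4 h) and -0.35 (6 h) and a mean of -0.74. *IME2* (YJL106W, chromosome X, 221390 to 223327) was lower at 4 of 5 time points, with a mean of -0.41. No difference of these 3 genes reached 2-fold in the columns as deposited, and after quantile normalization *IME1* and *RIM4* were at -1.18 and -1.54 at 4 h and *IME2* at 1.34 at 6 h. Of 9 genes that the study assigned to the first wave of Ime1p-dependent expression from its microarrays, *RRT7* (-2.52) and *RNP1* (-1.04) were at least 2-fold lower in *kar4*Δ/Δ at 4 h, and the median of the 9 genes was -0.86. All these differences are by subtraction. At 4 h the paper's direct comparison (S6 Data, in part) had a slope of 0.41 on it. There 5 of 1921 genes were at least 2-fold apart, against 57 by subtraction, so the sizes are uncertain.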

RNA-seq revealed that *IME1* transcript levels as well as the transcript levels of other key early meiotic regulators, *RIM4* and *IME2*, showed delayed and reduced expression in *kar4*Δ/Δ. In contrast, there was increased expression of *RME1*, the negative transcriptional regulator of *IME1*, across the time course (Fig 1C). 

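*RME1* (YGR044C, chromosome VII, 582990 to 583892) was higher in *kar4*Δ/Δ than in wild type at each time point from 2 to 12 h with endogenous promoters. The log2 differences were 0.65, 0.24, 0.76, 0.46 and 0.41 at 2, 4, 6, 8 and 12 h, all under 2-fold (1.06, 0.44, 1.30, 0.83 and 0.84 after quantile normalization of the columns). At 0 h, the column labelled *kar4*Δ/Δ stood at -0.11 of wild type, and the mean over the 6 time points was 0.40. In the authors' deposited table *RME1* reached 0.61 in wild type and 1.02 in *kar4*Δ/Δ at 12 h. From earlier work on the destabilization of *RME1* transcripts by mRNA methylation, and from the low methylation in *kar4*Δ/Δ, the paper proposes that *IME1* may be reduced because negative regulation of *RME1* transcripts is lost.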

Previous work demonstrated that mRNA methylation destabilizes *RME1* transcripts and leads to increased expression of *IME1* [30]. Thus, the reduction in *IME1* expression may be due to the loss of negative regulation on *RME1* transcripts in *kar4*Δ/Δ, which has greatly reduced levels of mRNA methylation [25]. However, it is surprising that a relatively small effect on *IME1* levels in *kar4*Δ/Δ results in such a severe delay in meiotic entry [25]. One possibility is that *kar4*Δ/Δ has a stronger impact on a small fraction of Ime1p-dependent genes that are required for early stages of meiosis. To address this issue, we sought to identify a more specific set of Ime1p-dependent meiotic genes and examine their expression in *kar4*Δ/Δ.

### KAR4 is *r*equired for a subset of IME1-dependent genes

The direct transcriptional targets of Ime1p are not well characterized. YEASTRACT [34], a curated repository of yeast transcription factors and target genes, contains 126 “experimentally” identified targets and 1088 putative targets based on the upstream activation sequence (UAS) “TTTTCHHCG” [35]. With nearly 20 percent of the yeast genome listed as possible genes of interest, this dataset was not useful for identifying Ime1p-dependent genes potentially impacted by Kar4p in our transcriptome data. We therefore sought to create a more specific set of *IME1*-dependent genes using a strain with *IME1* under the control of the estradiol-inducible P_Z3EV_ (referred to as Pzev) promoter [36] to overexpress *IME1* and identify genes that are rapidly induced under sporulation conditions. Specifically, we compared gene expression profiles of Pzev-*IME1* strains after 2 hours in sporulation media with and without estradiol. Our data show *IME1* expression in the estradiol sample, with no *IME1* expression in the control sample.

We identified 236 genes with greater than 2-fold increased expression after *IME1* induction. However, it is possible that strong induction of *IME1* caused expression of off-target genes. Therefore, we compared the Pzev-*IME1* induction data with the wild type *IME1* meiotic transcription profile to identify the subset of Pzev-*IME1* induced genes that show increased expression during normal meiosis. This criterion resulted in a list of 136 *IME1*-induced genes.

To assess the quality of our Ime1p-dependent gene list, we performed GO-term analysis on our list and the YEASTRACT *IME1-*regulated gene list. Analysis of our 136 *IME1*-induced genes returned 65 GO terms; “meiotic nuclear division” and “meiotic cell cycle” are the top two results (P-value 1.1 x 10^−30^ and 2.2 x 10^−29^ respectively) (Fig 2A). In contrast, analysis of the YEASTRACT *IME1* regulated genes resulted in 17 GO-terms that were not as strongly enriched for meiotic processes (Fig 2A). In addition, our gene list includes 50% of the 42 genes comprising the core meiotically induced regulon of Ume6p [37]. The enrichment of genes involved in meiotic processes and substantial overlap with the Ume6p regulon support these data as a more accurate set of genes that are directly regulated by Ime1p than are annotated as such in YEASTRACT.

**Fig 2:**
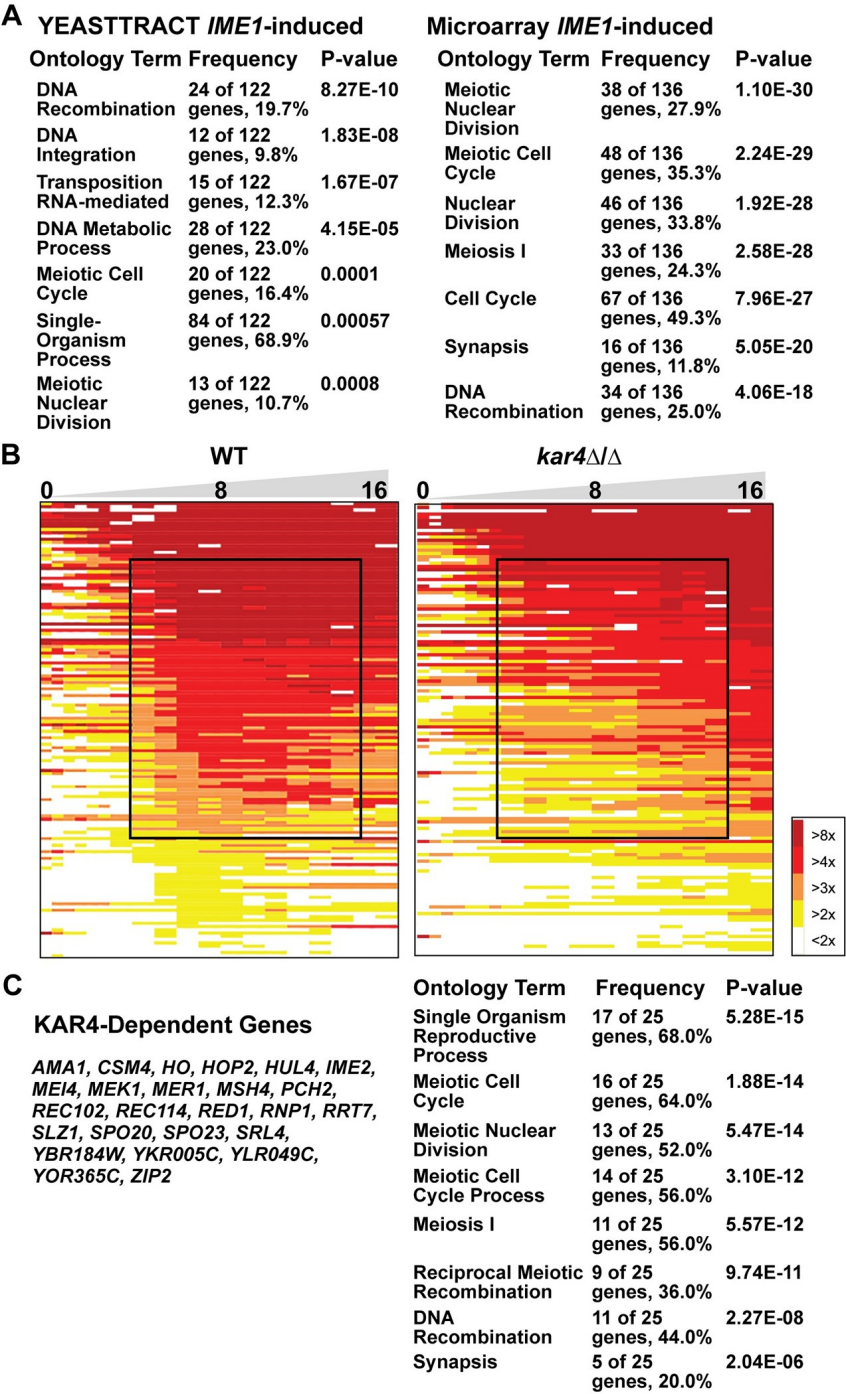
Kar4p is required for the expression of Ime1p dependent genes. (A) Gene Ontology results of the YEASTTRACT list of Ime1p dependent genes (Left) and of the list of Ime1p dependent genes found in this study (Right). (B) Heatmap of microarray data showing the expression profile of Ime1p dependent genes in wild type and *kar4*Δ/Δ. The black box highlights the reduced and delayed expression of a set of these genes in *kar4*Δ/Δ. (C) List of Ime1p- and Kar4p-dependent genes (Left) and the top gene ontology terms of those genes (Right). Source data for heatmap can be found in the supplementary file S4 Data.

Using this list, we examined whether *kar4*Δ/Δ altered the expression of the Ime1p-induced genes. To visualize the expression dynamics of these Ime1p-dependent genes, we ordered them by their average expression between 6 and 13 hours and found that in wild type cells there were two waves of *IME1*-dependent gene expression. In the first wave, between 0 and 3.5 hours, 9 genes were strongly expressed. The second wave occurred between 6 and 13 hours and 38 genes were strongly expressed. The early expressing group of genes showed no differential expression between wild type and *kar4*Δ/Δ. However, a large group of genes expressed between 6 and 13 hours appeared to show severely delayed and reduced expression in *kar4*Δ/Δ cells compared to wild type (Fig 2B). We defined *KAR4*-dependence as genes whose average expression from 1 to 3.5 (early I) or 6 to 13 hours (early II) is 2-fold or greater in wild type. Using those criteria, we identified 25 genes with a 2-fold or greater defect in expression in *kar4*Δ/Δ compared to wild type, although there were many more that showed smaller effects (Fig 2C).

Previous work has shown that there is an early burst of *IME1* expression that is independent of mRNA methylation, but the sustained increase in *IME1* expression that occurs as the cells continue through meiosis requires mRNA methylation [30]. The lack of an effect on the expression of the early set of Ime1p-dependent genes in *kar4*Δ/Δ is consistent with this early burst of methylation-independent *IME1* expression driving the expression of those genes. The delayed and reduced expression of the later set of genes in *kar4*Δ/Δ is consistent with the requirement for mRNA methylation in the normal expression of *IME1* and genes in its regulon as the cells continue to move through meiosis. That these genes are eventually expressed in *kar4*Δ/Δ may be because mRNA methylation is not totally lost and/or that enough Ime1p is eventually made to drive their expression. Taken together, these data support a role for Kar4p in regulating the progression of cells into meiosis in part via regulation of *IME1* and genes in its regulon.

### IME1 overexpression suppresses the kar4Δ/Δ early transcript abundance defect

*IME1* overexpression partially rescued the *kar4*Δ/Δ meiotic defect allowing pre-meiotic S-phase and meiotic recombination [25]. To determine whether *IME1* overexpression rescues the reduction in Ime1p-dependent gene expression we examined gene expression in wild type and *kar4*Δ/Δ strains containing Pzev-*IME1*. As expected, estradiol induction resulted in rapid induction of the *IME1*-induced genes (Fig 3A), earlier than in cells with the wild type *IME1* promoter. In *kar4*Δ/Δ, overexpression of Ime1p was sufficient to rescue the early transcript abundance defect of the Ime1p-dependent genes (Fig 3A), supporting the hypothesis that *IME1* overexpression bypasses the requirement for Kar4p in establishing the early meiotic transcriptional profile. However, overexpression of Ime1p did not suppress the defect in gene expression observed in the late gene cluster described above. In addition, *IME1* overexpression revealed two other late gene clusters that are reduced in *kar4*Δ/Δ (Fig 3B). These clusters are not enriched for genes involved in meiotic process, but do contain the polo-like kinase, *CDC5*, and the 14-3-3 protein encoding gene, *BMH1*. Both Cdc5p and Bmh1p have been shown to be important for a host of meiotic functions including recombination and meiotic commitment [38]. Given that impacted genes are largely involved in later meiotic processes and processes leading to meiotic commitment, we asked if expression of the mid-meiotic transcription factor, *NDT80*, was reduced in *kar4*Δ/Δ. 

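With *IME1* overexpressed, the *NDT80* transcript separated the genotypes at 12 h. *NDT80* (YHR124W, chromosome VIII, 356561 to 358444) encodes the transcription factor of middle meiosis. In the authors' deposited table it was at 2.12 in wild type Pzev-*IME1* at 12 h and at 0.23 in *kar4*Δ/Δ Pzev-*IME1*, and from 2 to 8 h no value in either genotype was above 0.52. The difference of -1.89 at 12 h is 3.71-fold (-1.36 after quantile normalization of the columns), against differences between -0.38 and -0.18 from 2 to 8 h. The paper's replicate counts in S1 Data were 2083 and 1992 in wild type and 513 and 606 in *kar4*Δ/Δ, a separation for which the smallest two-sided exact permutation p of 2 against 2 is 0.333. Of the 6496 genes, 349 were lower and 150 were higher in *kar4*Δ/Δ Pzev-*IME1* at 12 h (241 and 144 after quantile normalization). Among the lowest were *RRT5* (-7.19), the sporulation gene *SPR2* (-6.20), the chitin deacetylase gene *CDA2* (-5.94) and *SPO19* (-5.48), and among the highest were the reductase gene *GRE2* (2.77), *RGI2* (2.05), the ceramidase gene *YPC1* (2.00) and the catalase gene *CTT1* (1.90). Of 18 genes that were at least 4-fold higher at 12 h than at 6 h in wild type with endogenous promoters, 5 were lower in *kar4*Δ/Δ Pzev-*IME1* and none was higher.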

The transcript abundance of *NDT80* in *kar4*Δ/Δ was reduced 4-fold compared to wild type at 12 hours, when *IME1* was overexpressed (Fig 3C and S6 Data). This suggests that the second block in meiosis in *kar4*Δ/Δ is at least partially upstream of *NDT80* expression.

**Fig 3:**
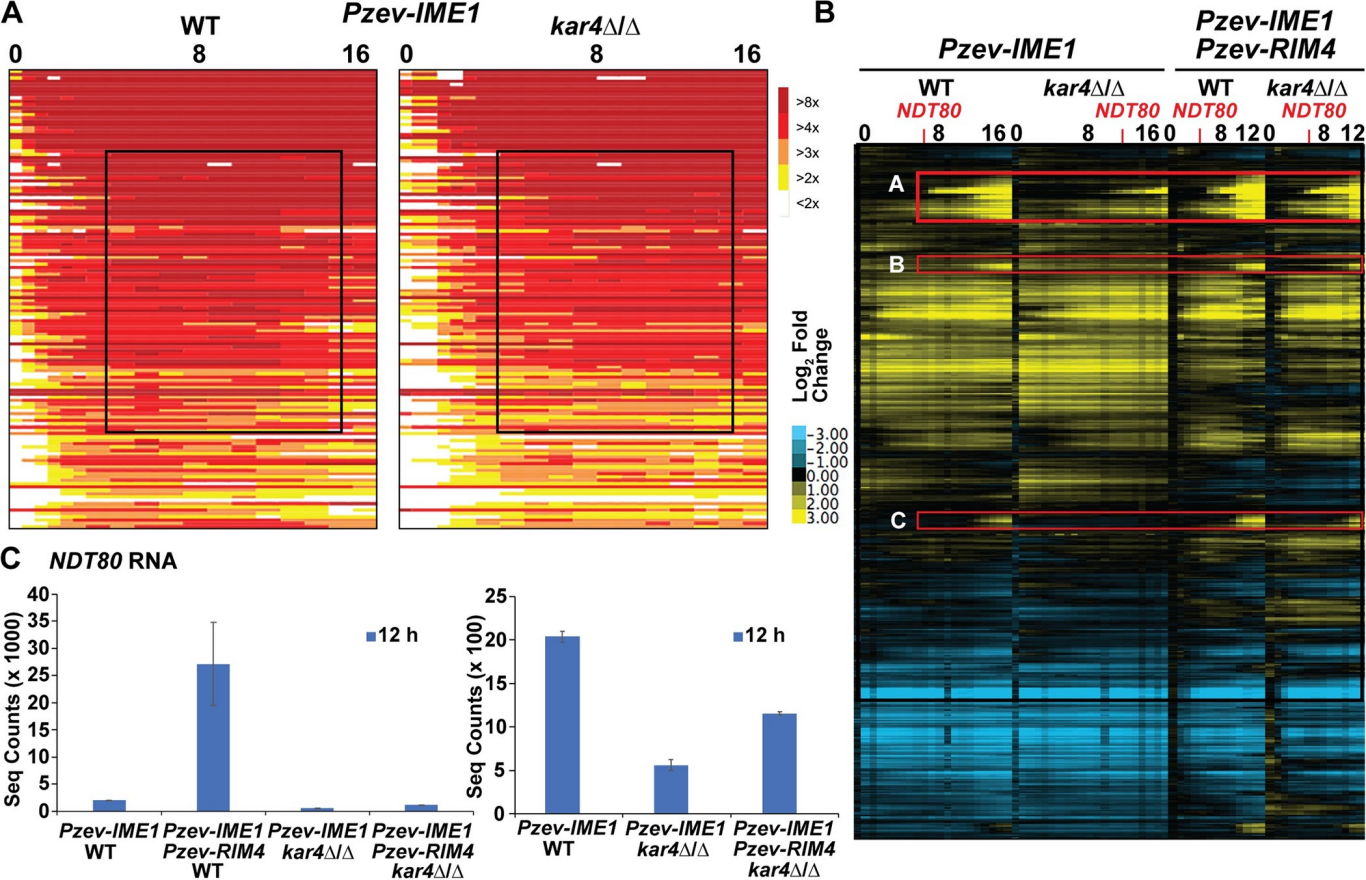
*IME1* and *RIM4* overexpression rescue the majority of the *kar4*Δ/Δ transcript level defect. (A) Heatmap of microarray data of Ime1p dependent genes after *IME1* overexpression in wild type and *kar4*Δ/Δ. Black box highlights the ability of *IME1* overexpression to rescue the defect in expression of these genes seen in *kar4*Δ/Δ without *IME1* overexpression. Source data for heatmap can be found in the supplementary file S4 Data. (B) Heatmap of microarray data in wild type and *kar4*Δ/Δ with *IME1* overexpressed (Left) and *IME1* and *RIM4* overexpressed (Right). Red boxes highlight the three gene clusters that show a defect in expression in *kar4*Δ/Δ after *IME1* overexpression but are rescued to some extent by additionally overexpressing *RIM4*. Source data for heatmap can be found in the supplementary file S2 Data. (C) *NDT80* RNA-seq normalized counts from wild type and *kar4*Δ/Δ with *IME1* overexpressed and with *IME1* and *RIM4* overexpressed. Counts were normalized using the standard normalization method in DESeq2. Error bars represent standard deviation between two biological replicates, which is equal to the range divided by the square root of 2.

### RIM4 and IME1 co-overexpression suppresses the late kar4Δ/Δ transcript abundance defects

Co-overexpression of *RIM4* and *IME1* is necessary to fully suppress the *kar4*Δ/Δ meiotic defects. 

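With both Pzev promoters, the genotypes diverged more than in any other background at 8 and 12 h. At 12 h, 1634 genes were lower and 1162 were higher in *kar4*Δ/Δ, 43.0% of the genes measured, and after quantile normalization of the columns 551 were lower and 474 were higher. Among the 10 lowest were the cell wall gene *PIR5* (-11.32), the sporulation gene *SPS4* (-10.74), the hexose transporter gene *HXT14* (-10.28), *SPR2* (-10.22), *HXT10* (-9.78) and *SPS2* (-9.75). Genes of nitrogen uptake and use were highest: the ammonium permease gene *MEP2* (8.28), the general amino acid permease gene *GAP1* (7.25), *DUR12* (5.70), the allantoin gene *DAL3* (4.85), the arginine permease gene *CAN1* (4.17) and *DIP5* (4.14).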

To understand the basis for suppression, we performed gene expression profiling on wild type and *kar4*Δ/Δ strains with both Pzev-*IME1* and Pzev-*RIM4*. First, the expression data showed that the dual induction system does overexpress both *IME1* and *RIM4*. 

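Both *IME1* and *RIM4* were above their endogenous levels in the dual induction strains. In the authors' deposited table, *IME1* stood at 3.84 in wild type and 3.52 in *kar4*Δ/Δ at 2 h. *RIM4* in the authors' deposited table stood at 4.55 in wild type and 4.35 in *kar4*Δ/Δ at 2 h with both Pzev promoters, and at 2.63 and 2.05 with Pzev-*IME1* alone. The *RIM4* of *kar4*Δ/Δ was higher with both promoters than with Pzev-*IME1* alone by 2.30, 2.89, 2.38, 2.00 and 2.74 at 2, 4, 6, 8 and 12 h (1.95, 2.09, 1.63, 1.31 and 1.65 after quantile normalization of the columns). In wild type the same difference was 1.92 at 2 h and -0.37 at 12 h (0.83 and -1.22). *IME1* of *kar4*Δ/Δ differed little between the dual strain and Pzev-*IME1* alone, by 0.12 to 0.70 from 2 to 12 h, or -0.56 to 0.04 after quantile normalization. In the columns labelled 0 h, *RIM4* was already at 3.21 in wild type with both Pzev promoters and at 0.23 in *kar4*Δ/Δ, in the authors' deposited table.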

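The 82 late genes of wild type Pzev-*IME1* were followed in *kar4*Δ/Δ with both suppressor genes overexpressed. At 12 h their median log2 fold change in *kar4*Δ/Δ was 2.33 with both Pzev promoters and 1.06 with Pzev-*IME1* alone, and 47 of the 82 genes were at least 2-fold higher with both promoters while none was lower (median difference 1.19). After quantile normalization of the columns, 19 of the same 82 genes were higher and none was lower. In wild type the median was 4.15 with Pzev-*IME1* and 9.07 with both promoters. Relative to wild type with both promoters, the 82 late genes of *kar4*Δ/Δ stood at a median of -7.05 (74 lower, 3 higher), or -2.21 after quantile normalization (60 lower, 9 higher). The 82 genes were chosen on wild type Pzev-*IME1*, which raises wild type in a comparison with that strain. In that comparison 59 of the 82 genes were lower and 3 were higher in *kar4*Δ/Δ with both promoters (median -1.88, or -1.14 after quantile normalization). The *NDT80* regulon, a list fixed apart from these values, had a median log2 fold change of 1.92 in *kar4*Δ/Δ with both promoters and of 3.05 in wild type Pzev-*IME1*. In the 18 late genes taken from wild type with endogenous promoters, 5 were lower and 3 were higher in the same comparison, with a median of -0.27. Of the 18 genes, 13 have no standard name. Their median log2 fold change in wild type Pzev-*IME1* at 12 h was only 0.78, against 4.15 for the 82 genes, so they follow late expression weakly. Of these 18 genes, 9 were lower and 2 were higher in *kar4*Δ/Δ than in wild type with both promoters. The *NDT80* transcript of *kar4*Δ/Δ with both promoters was 1.05 above *kar4*Δ/Δ Pzev-*IME1* and -0.84 relative to wild type Pzev-*IME1* (0.68 and -0.69 after quantile normalization).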

Second, with both suppressor genes overexpressed, late gene expression was largely restored in the *kar4*Δ/Δ strain. Third, in wild type when Ime1p and Rim4p are co-overexpressed, the gene expression profile showed faster progression through the early meiotic transcriptional regime, relative to Ime1p expression alone (S1 Fig). However, in *kar4*Δ/Δ, an increase in the speed of progression through the early meiotic transcriptional regime is not as pronounced (S1 Fig) and there remained a moderate delay or reduction in the expression of *NDT80* and the *NDT80*-regulon in *kar4*Δ/Δ (Fig 3B and 3C), relative to wild-type in which *IME1* and *RIM4* are overexpressed. This delay most likely explains why *kar4*Δ/Δ strains do not sporulate as well as wild type when both *IME1* and *RIM4* are co-overexpressed. Nevertheless, the co-overexpression of both suppressor genes does restore sporulation to *kar4*Δ/Δ to a level comparable to what is observed in wild type S288c cells [25].

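In wild type, the middle and late genes came on hours earlier with both Pzev promoters than with Pzev-*IME1* alone. The *NDT80* regulon (42 genes) had a median log2 fold change of 1.41, 2.92, 5.05, 7.01 and 7.99 at 2, 4, 6, 8 and 12 h with both promoters, and of 0.20, 0.31, 0.34, 0.52 and 3.05 with Pzev-*IME1* alone. Of the 82 late genes, 80 were at least 2-fold higher with both promoters at 8 h, and 1 was lower (69 and 5 after quantile normalization of the columns), but these genes were chosen for a rise after 6 h in wild type Pzev-*IME1*, which favors low values there at 8 h. Of the 18 late genes taken from wild type with endogenous promoters, 10 were higher and 1 was lower. *NDT80* itself was higher with both promoters by 2.14 at 4 h and by 4.92 at 8 h, or by 1.20 and 1.84 after quantile normalization. In the columns labelled 0 h, the 9 genes of the first Ime1p-dependent wave already stood at a median of 3.81 in wild type with both promoters and at -0.05 with Pzev-*IME1* alone, whereas the *NDT80* regulon was at 0.24 and 0.12.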

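In *kar4*Δ/Δ with both Pzev promoters, *NDT80* and the genes that it activates were low throughout and began to separate from 0 only at 12 h. *NDT80* differed from wild type of the same background by -0.50, -2.67, -4.28, -5.08 and -4.76 at 2, 4, 6, 8 and 12 h, and by -0.38, -1.81, -2.29, -2.04 and -1.49 after quantile normalization of the columns. In the authors' deposited table it reached 6.04 in wild type and 1.27 in *kar4*Δ/Δ at 12 h. The *NDT80* regulon of *kar4*Δ/Δ had a median log2 fold change of 0.10, 0.16 and 0.34 at 2, 6 and 8 h and of 1.92 at 12 h, against 0.74 with Pzev-*IME1* alone. The difference from wild type had a median of -5.95 at 12 h, with all 42 genes at least 2-fold lower, and -1.81 after quantile normalization. *SPS4*, *SPS2*, *OSW1* (-9.55) and *SPO19* (-8.97) had the largest differences of the regulon. Among 17 prospore membrane genes 16 were lower (14 after quantile normalization), with *SPS1*, a kinase gene, at -8.74 and the septin gene *SPR3* at -7.79. The paper states that a moderate delay or reduction in *NDT80* and its regulon remains in *kar4*Δ/Δ, and proposes it as the most likely reason for the lower sporulation of this strain.

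**Figure D1:**
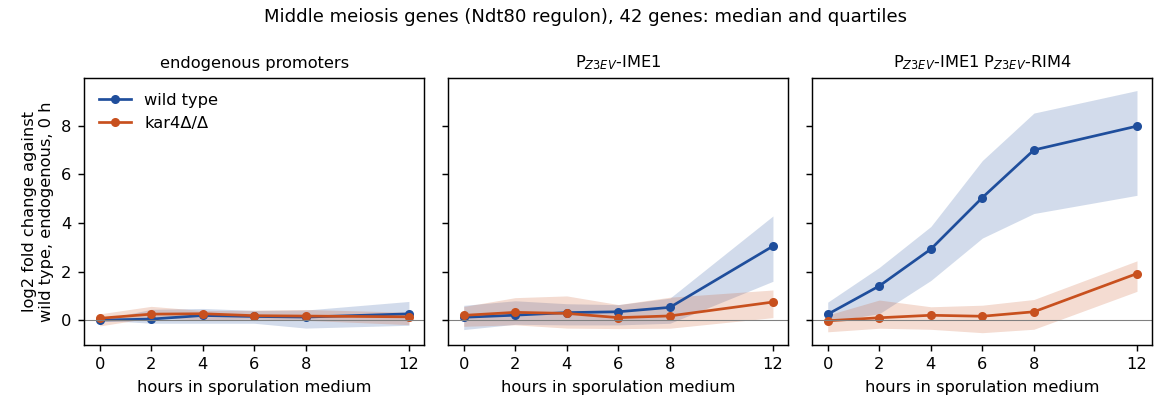
Median (points) and quartiles (bands) of the authors' log2 fold changes over the 42 genes of the *NDT80* regulon, by hours in sporulation medium, for wild type (blue) and *kar4*Δ/Δ (orange) in each promoter background. At 12 h the medians are 7.99 and 1.92 with both Pzev promoters, and 3.05 and 0.74 with Pzev-*IME1*.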

### Decreased Ime2p expression is not responsible for the defects in meiotic progression

Rim4p was first identified as a positive regulator of early meiotic gene expression including the expression of the meiotic kinase, *IME2* [13,14]. Previous work showed that *IME2* transcripts are methylated during meiosis [27,28]. Accordingly, we asked if Kar4p also plays a role in regulating *IME2* expression. Ime2p levels were measured during meiosis using an epitope tagged Ime2p. In both wild type and *kar4*Δ/Δ cells, the level of Ime2p rose throughout the time course. 

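With endogenous promoters, the *IME2* transcript was slightly lower in *kar4*Δ/Δ at most time points in the columns as deposited. The log2 differences from wild type were -0.44, -0.61, 0.21, -0.65 and -0.56 at 2, 4, 6, 8 and 12 h. *IME2* was higher at 12 h than at 2 h in both genotypes in the authors' deposited table, from 1.60 at 2 h to 2.37 at 12 h in wild type and from 1.17 to 1.81 in *kar4*Δ/Δ. None of these differences reached 2-fold. After quantile normalization of the columns they were -0.70, -0.25, 1.34, 0.04 and 0.49, so the direction at 8 and 12 h depends on that choice.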

Interestingly, we found no difference in the level of *IME2* transcript or Ime2p between wild type and *kar4*Δ/Δ across a time course of meiosis (S2 Fig). This suggests that Ime2p is not limiting the progression of *kar4*Δ/Δ cells through pre-meiotic DNA synthesis and recombination, consistent with the prior defect in Ime1p expression. However, it is possible that differences in Ime2p levels might arise later in meiosis as wild type continues to progress through the meiotic program and *kar4*Δ/Δ does not.

Because *IME1* overexpression allows progression past the initial meiotic block, we checked for defects in Ime2p expression that appear later in meiosis. Accordingly, we examined Ime2p levels in *kar4*Δ/Δ and wild type after overexpression of *IME1*, in the absence of *RIM4* overexpression. *IME2* transcript and protein levels were reduced only 2-fold at 12 hours post *IME1* induction in *kar4*Δ/Δ compared to wild type (Fig 4A and 4B). However, expression of *IME2* transcript and protein was similar to wild type at earlier time points and it was only the late burst of expression that was absent in *kar4*Δ/Δ (Fig 4A and 4B). 

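*IME2* of the Pzev-*IME1* strains differed between the genotypes by -0.28, -0.66, 0.07 and -0.17 at 2, 4, 6 and 8 h, and by -1.18 (2.27-fold) at 12 h. In the authors' deposited table, wild type *IME2* was at 4.85 at 8 h and 5.78 at 12 h, whereas *kar4*Δ/Δ stayed at 4.68 and 4.60. The 12 h difference of *IME2* was 0.17 after quantile normalization of the columns. That step gives both columns 1 distribution, whereas their SD over genes was 1.17 in wild type and 1.03 in *kar4*Δ/Δ, so it cannot decide a direction alone. The paper's replicate counts of *IME2* at 12 h, normalized without that step, did not overlap: they were 16391 and 17602 in wild type and 7490 and 9739 in *kar4*Δ/Δ. At 4 h they were 7506 and 6106 in wild type and 4654 and 3671 in *kar4*Δ/Δ.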

The deficit in *IME2* expression at 12 hours between wild type and *kar4*Δ/Δ could be due to reduced *NDT80* expression in *kar4*Δ/Δ (Fig 3C) since mutants defective for *NDT80* expression also lose this late burst of Ime2p expression [10]. Taken together, this suggests that defects in Ime2p expression are not solely responsible for the continued loss of sporulation in *kar4*Δ/Δ after *IME1* overexpression.

**Fig 4:**
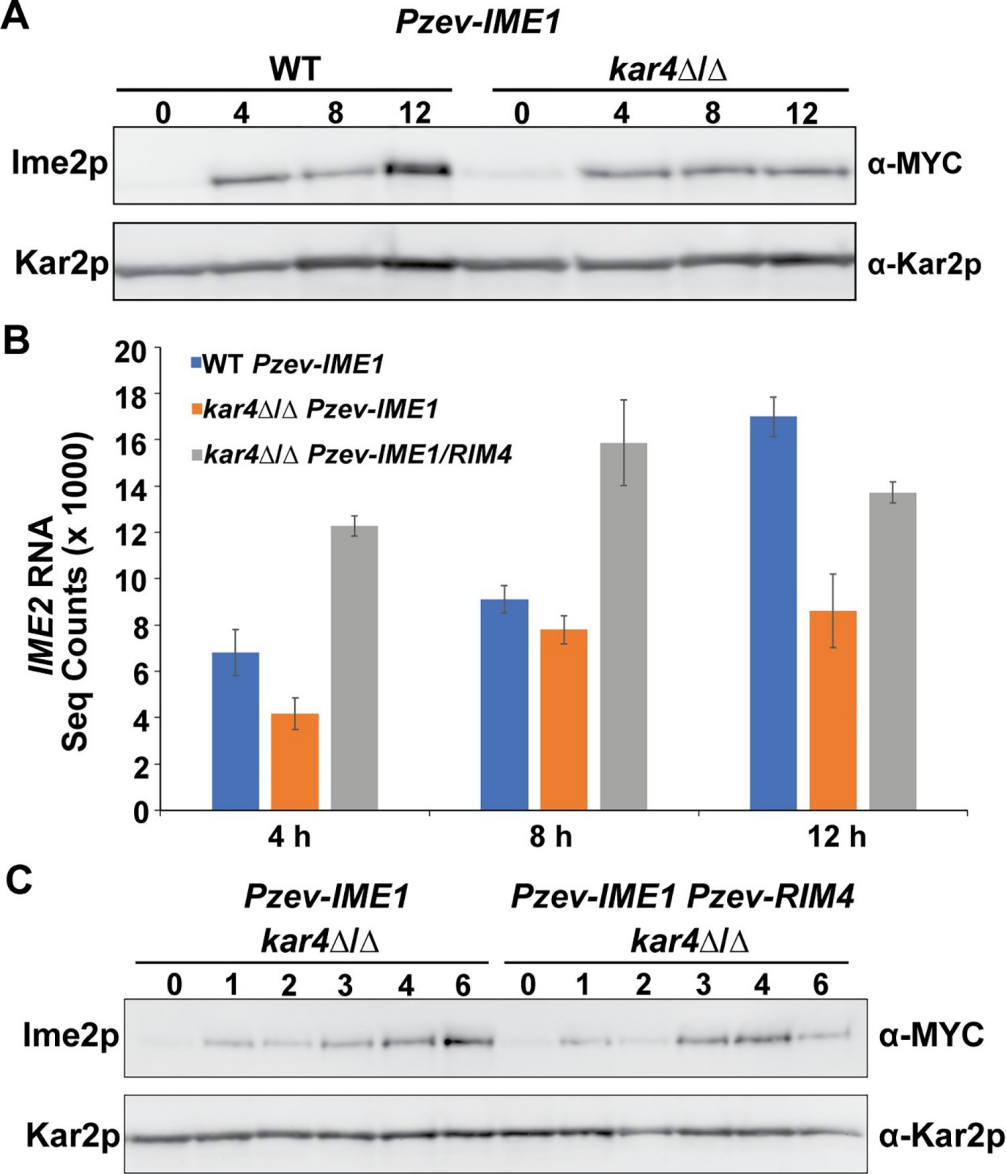
Defects in Ime2p expression are not responsible for block in meiotic progression. (A) Western blots of Ime2p-13MYC across a time course of meiosis in wild type and *kar4*Δ/Δ with *IME1* overexpressed. Kar2p is used as a loading control. (B) *IME2* RNA-seq normalized counts from wild type and *kar4*Δ/Δ with *IME1* overexpressed as well as *kar4*Δ/Δ with *IME1* and *RIM4* overexpressed. Counts were normalized using the standard normalization method in DESeq2. Error bars represent standard deviation between two biological replicates, which is equal to the range divided by the square root of 2. (C) Western blots of Ime2p-13MYC across a time course of meiosis in *kar4*Δ/Δ with either *IME1* overexpressed or *IME1* and *RIM4* overexpressed. Kar2p is used as a loading control.

To determine the impact of *RIM4* overexpression on Ime2p levels, we assayed Ime2p in *kar4*Δ/Δ with both *IME1* and *RIM4* overexpressed. In this strain, *IME2* transcript levels peaked earlier than when only *IME1* is overexpressed (Fig 4B). Therefore, we looked at Ime2p at earlier time points in *kar4*Δ/Δ with either *IME1* overexpressed or *IME1* and *RIM4* co-overexpressed. 

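In *kar4*Δ/Δ with both Pzev promoters, *IME2* was high from 2 h on. It was above *kar4*Δ/Δ Pzev-*IME1* by 1.41, 1.62, 0.91, 1.03 and 0.89 at 2, 4, 6, 8 and 12 h, and by 1.04, 0.85, 0.28, 0.50 and -0.17 after quantile normalization of the columns. In the authors' deposited table it was at 4.98 at 2 h, 5.71 at 8 h and 5.49 at 12 h with both promoters, and at 3.57, 4.68 and 4.60 with Pzev-*IME1* alone, so the highest of the 6 time points was 8 h in both strains. *IME2* of *kar4*Δ/Δ with both promoters exceeded wild type Pzev-*IME1* by 1.13 at 2 h and 0.86 at 8 h (0.21 and 0.22 after quantile normalization), and stood at -0.29 relative to it at 12 h. The paper's replicate counts of *IME2* in *kar4*Δ/Δ with both promoters were 12591 and 11970 at 4 h, 14558 and 17179 at 8 h and 14033 and 13404 at 12 h. With Pzev-*IME1* alone they were 8223 and 7352 at 8 h and 7490 and 9739 at 12 h. Those overlap, with the higher mean at 12 h, so the hour of the highest value in that strain is not settled. Against wild type of the same background, *IME2* was lower by -1.10 to -1.65 from 2 to 12 h, but between 0.16 and 1.50 higher after quantile normalization. That step evens out columns of unlike spread (SD over genes 2.11 in wild type and 1.45 in *kar4*Δ/Δ at 12 h), so it cannot decide the direction alone. The paper's replicate counts of *IME2* do not cover that wild type.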

Ime2p levels peaked at 4 hours in the double overexpression strain and then begin to go down by 6 hours whereas Ime2p levels continue to increase in *kar4*Δ/Δ at these times with just *IME1* overexpressed (Fig 4C). Thus, the additional overexpression of *RIM4* sped up, but did not cause higher levels of the expression of Ime2p in *kar4*Δ/Δ.

### Kar4p is required for the level of multiple meiotic proteins

Given that Ime2p levels did not appear to be limiting the progression of *kar4*Δ/Δ after *IME1* overexpression, but that the second block is suppressed by a known translational regulator, we hypothesized that there may be critical regulatory proteins whose expression is impacted in *kar4*Δ/Δ. To identify candidate proteins, mass spectrometry was used to identify proteins whose levels are strongly dependent on Kar4p, but whose transcript levels are not. The P_Z3EV_-*IME1* strains were used for three reasons: first, they show greater meiotic synchrony; second, *IME1* overexpression suppresses the early transcript abundance defects in *kar4*Δ/Δ; and third, *IME1* overexpression alone can suppress the defect of a catalytic mutant of Ime4p, suggesting that defects that persist after *IME1* overexpression do not involve mRNA methylation. Because meiotic defects appear at a later stage in *IME1*-overexpressed cells, we examined proteins 8- and 12-hours post-*IME1* induction. Total protein samples were digested with trypsin, fractionated using ion exchange, and analyzed by liquid chromatography—mass spectrometry/mass spectrometry (LC-MS/MS).

Using LC-MS/MS, we were able to identify 4068 proteins expressed during meiosis. Spectral count data from the mass spectrometry was used to approximate relative protein levels. We used a cutoff of proteins reduced more than 2-fold in *kar4∆/∆* cells relative to wild type. At 8 hours, 432 proteins were present at less than 50% the levels in *kar4*Δ/Δ compared to wild type. GO term analysis of these low proteins at 8 hours returned “meiotic cell cycle” as the sixth term with a P value of 7.74x10^-5^. At 12 hours, 318 proteins were present at less than 50% the levels in *kar4*Δ/Δ relative to wild type. GO term analysis of these low proteins at 12 hours returned “meiotic cell cycle” as the second term with a P value less than 0.001. Many proteins were low at both 8 and 12 hours in *kar4∆/∆* including Sps2p, Gas4p, Gmc2p, Mei5p, and Sae3p. There were also proteins including Ecm11p, Hed1p, Spo11p, and Rec8p that were expressed at or above wild type levels at 8 hours and then went down to lower than wild type levels at 12 hours.

To validate some of the candidate proteins identified by mass-spectrometry, we epitope-tagged two proteins of interest (Gas4p and Sps2p) and assayed their protein levels using western blotting and transcript levels with qPCR. We were not able to detect either Gas4p or Sps2p at 8 hours post *IME1* induction in either wild type or *kar4∆/∆*, which supports the mass spec data (Fig 5A). At 12 hours post *IME1* induction in wild type, both Gas4p and Sps2p were detectable, and this was accompanied by increased transcript levels (Fig 5A and 5B). However, in *kar4∆/∆* at 12 hours there was still no detectable Gas4p or Sps2p. Based on the quantification of Gas4p and Sps2p at 8 hours when both *IME1* and *RIM4* are overexpressed, we infer that Gas4p and Sps2p are reduced at least 15- and 12-fold, respectively, in *kar4∆/∆* relative to wild-type at 12 hours post *IME1* induction (S1 Data). Thus, the reductions in protein abundance were much larger than the 3-fold reduction observed at the transcript level (Fig 5A and 5B). It is important to note that both *GAS4* and *SPS2* are in part under the control of Ndt80p, which is reduced 4-fold in *kar4∆/∆* with *IME1* overexpression (Fig 3C).

**Fig 5:**
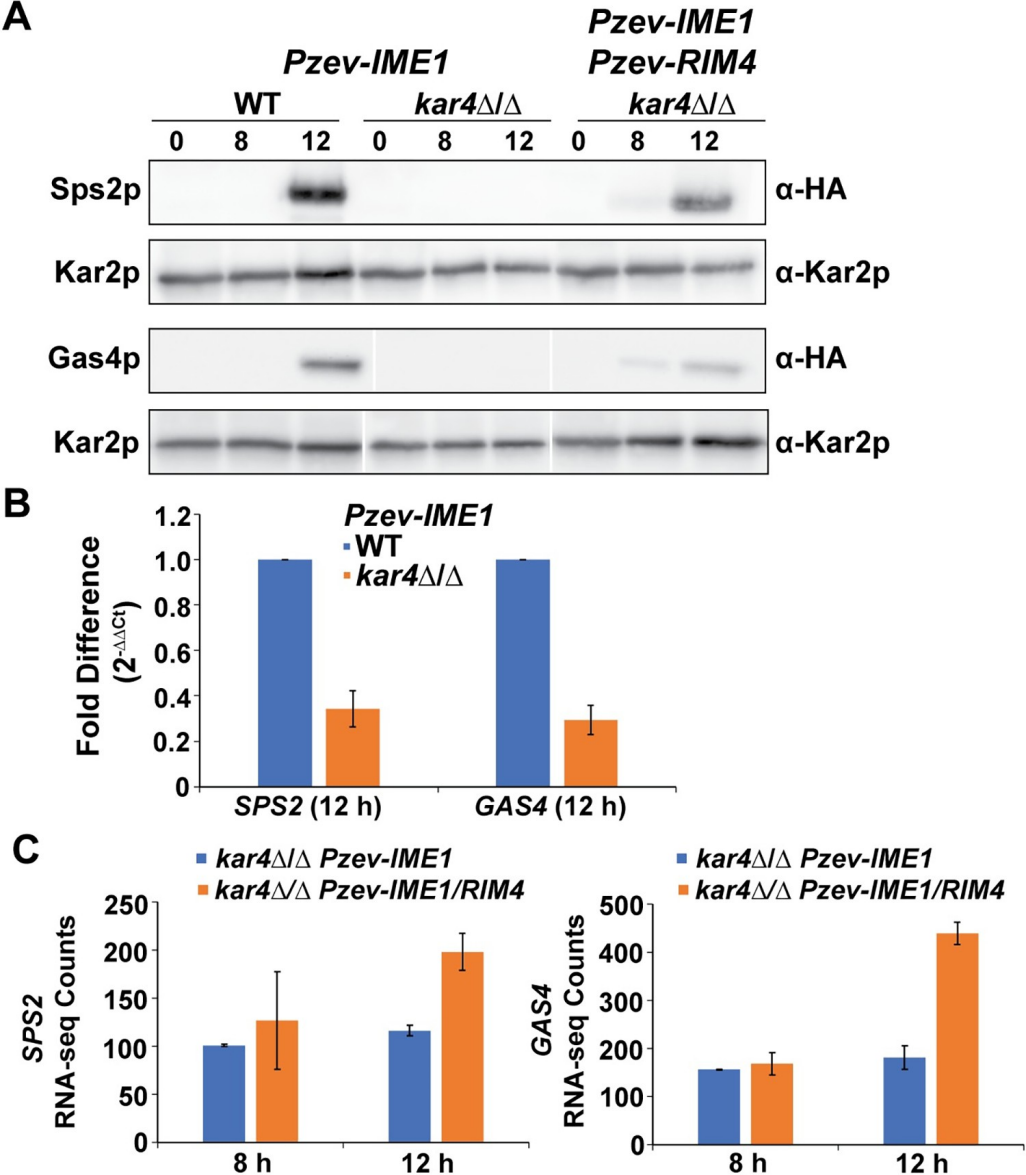
Kar4p is required for wild type levels of several meiotic proteins. (A) Western blots of Sps2p-3HA and Gas4p-3HA in wild type and *kar4*Δ/Δ with *IME1* overexpressed and in *kar4*Δ/Δ with *IME1* and *RIM4* overexpressed. Blots in the same row were exposed for the same length of time. Cropping of the Gas4p-3HA blot was to match the order of the samples to the Sps2p-3HA blot. Kar2p serves as a loading control. (B) qPCR measurements of the change in expression for *SPS2* and *GAS4* between wild type and *kar4*Δ/Δ with *IME1* overexpressed. Fold changes were calculated using the ΔΔCt method and *PGK1* was used as the normalizing gene. (C) *SPS2* (Left) and *GAS4* (Right) RNA-seq normalized counts from *kar4*Δ/Δ with either *IME1* overexpressed or *IME1* and *RIM4* overexpressed. Counts were normalized using the standard normalization method in DESeq2. Error bars represent standard deviation between two biological replicates, which is equal to the range divided by the square root of 2.

We next wanted to determine how the additional overexpression of *RIM4* can suppress the later *kar4*Δ/Δ defect. Remarkably, upon *IME1* and *RIM4* overexpression, Gas4p and Sps2p become detectable at 8 hours in *kar4*Δ/Δ, but there was no change in transcript abundance relative to *kar4*Δ/Δ with only *IME1* overexpressed (Fig 5A and 5C). 

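*SPS2* and *GAS4* encode proteins of spore wall formation. *SPS2* (YDR522C, chromosome IV, 1483795 to 1485303) was 0.33 higher on the log2 scale in *kar4*Δ/Δ with both Pzev promoters than in *kar4*Δ/Δ Pzev-*IME1* at 8 h, and *GAS4* (YOL132W, chromosome XV, 71300 to 72715) was 0.10 higher (0.17 and -0.01 after quantile normalization of the columns). The paper's replicate counts of *SPS2* at 8 h were 130 and 123 with both promoters and 101 and 99.9 with Pzev-*IME1*. Those of *GAS4* overlapped, at 184.9 and 149.9 with both promoters and 156.3 and 156.1 with Pzev-*IME1*.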

At 12 hours, both proteins were strongly expressed, although not at quite as high levels as in wild type with only *IME1* overexpressed. 

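At 12 h, the transcripts of *SPS2* and *GAS4* in *kar4*Δ/Δ were higher with both Pzev promoters than with Pzev-*IME1* alone by log2 differences of 0.85 and 1.32 (0.38 and 0.68 after quantile normalization of the columns). The paper's replicate counts of *GAS4* were 455 and 423 with both promoters and 164 and 197 with Pzev-*IME1*, and those of *SPS2* were 184 and 211 against 80.1 and 152. Both genes remained far below wild type: with both promoters, *GAS4* of *kar4*Δ/Δ differed from wild type Pzev-*IME1* by -1.87 and *SPS2* by -3.84 (-1.14 and -2.43 after quantile normalization). With Pzev-*IME1* alone, *SPS2* was lower in *kar4*Δ/Δ than in wild type by -4.69 and *GAS4* by -3.19, or by -2.81 and -1.82 after quantile normalization. The paper reasons from the small transcript differences and the larger protein increases, and proposes that *RIM4* overexpression enhances translation of both proteins.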

The increase was accompanied by only a 2-fold increase in transcript abundance. Thus, the relatively small changes in transcript levels were accompanied by greater than 5- and 11-fold increases in the levels of Gas4p and Sps2p, respectively, suggesting that the overexpression of *RIM4* is functioning to enhance translation of these two proteins (S1 Data). This finding points to a potential mechanism of the early positive acting meiotic function of Rim4p.

### Defects in the expression of recombination proteins persist after *IME1* overexpression in *kar4*Δ/Δ

Although the experiments described above validate the mass spectrometry and microarray/RNA-seq data, it is likely that the second block in meiosis is caused by reduced levels of proteins that act earlier than Sps2p and Gas4p. From the mass spectrometry data, key recombination proteins were found to be mis-regulated in *kar4∆/∆* including Mei5p, Sae3p, Gmc2p, and Ecm11p. 

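*MEI5* and *SAE3* act with the meiotic recombinase Dmc1p, and *ECM11* and *GMC2* in assembly of the synaptonemal complex. In the Pzev-*IME1* strains at 8 h, the transcripts of *kar4*Δ/Δ differed from wild type by 0.19 for *MEI5* (YPL121C, chromosome XVI, 320962 to 321630), 0.94 for *SAE3* (YHR079C-A, chromosome VIII, 262192 to 262553), 0.35 for *ECM11* (YDR446W, chromosome IV, 1353725 to 1354633) and -0.20 for *GMC2* (YLR445W, chromosome XII, 1024189 to 1024837), or by 0, 0.63, 0.33 and -0.33 after quantile normalization of the columns. At 12 h all 4 transcripts were lower in *kar4*Δ/Δ, by -1.20, -0.77, -1.23 and -1.87 for *MEI5*, *SAE3*, *ECM11* and *GMC2*. After quantile normalization the 12 h differences were 0.67, 0.48, 0.17 and -0.61, so only *GMC2* kept its direction. That step gives both columns 1 distribution, whereas their SD over genes as deposited was 1.17 in wild type and 1.03 in *kar4*Δ/Δ. It therefore cannot decide a direction alone. The paper's replicate counts at 12 h did not overlap for *MEI5* (2204 and 1848 in *kar4*Δ/Δ, 3480 and 4455 in wild type), *ECM11* (2033 and 1913, 3431 and 4963) or *GMC2* (440.4 and 405, 1155 and 1759), and overlapped for *SAE3* (1609 and 3689, 2981 and 3541). From transcripts little changed beside proteins strongly reduced, the paper proposes that Kar4p promotes the translation of these proteins.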

All four proteins are highly reduced at 12 hours in *kar4∆/∆*, but we see little to no impact on their transcript levels (Fig 6A–6D) suggesting that Kar4p could be positively regulating the translation of these proteins as opposed to their transcript abundance.

**Fig 6:**
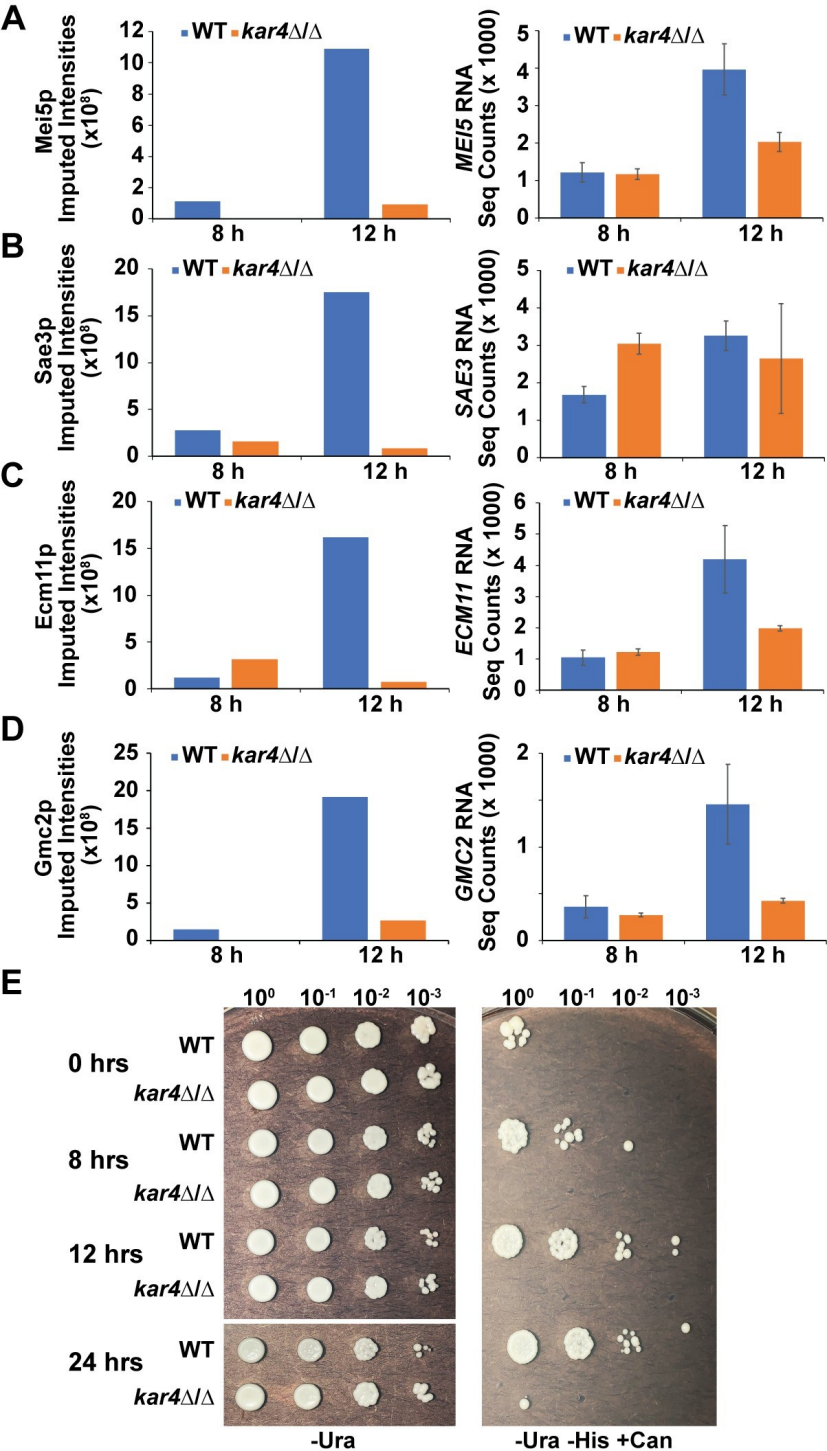
Kar4p is required for the expression of key recombination proteins. Protein levels measured by mass spectrometry (left) and RNA-seq normalized counts (right) of (A) *MEI5*, (B) *SAE3*, (C) *ECM11*, and (D) *GMC2*. Error bars represent standard deviation of two biological replicates, which is equal to the range divided by the square root of 2. Normalized counts were calculated using DESeq2. Source data for the Mass-spec experiment can be found in supplementary data file S5 Data. (E) Screen for recombination described in [25]. Wild type and *kar4*Δ/Δ both carry *IME1* on a high-copy number plasmid also carrying the *URA3* gene. Growth on SC-Ura (left) was used to assay growth and maintenance of the plasmid. Growth on SC-Ura -His +can (right) was used to select for recombination events. Spots are 10-fold serial dilutions of a starting concentration of 1 OD unit of cells for each strain at each time point (0-, 8-, 12-, and 24-hours post movement into sporulation media).

Interestingly, we also saw lower levels of some of these proteins (Mei5p, Gmc2p, and Sae3p) at the 8-hour time point (Fig 6A, 6B and 6D), which would suggest that defects in recombination should be present in *kar4∆/∆* even at this relatively early time point. To address this, we examined the timing of meiotic recombination in wild type and *kar4*∆/∆ cells carrying a high-copy number plasmid containing *IME1*. In wild type, cells that have undergone recombination begin to appear at 8 hours after transfer to sporulation conditions, increasing greater than 10-fold over the next 4 hours (Fig 6E). As predicted, in cells lacking Kar4p, cells that had undergone recombination were not observed even after 24 hours (Fig 6E). Together, these data suggest that Kar4p positively regulates the translation of proteins important for meiotic recombination including Mei5p, Sae3p, Gmc2p, and Ecm11p and loss of this regulation impairs the efficiency of meiotic recombination. The persistence of the expression defects, despite the ability of *IME1* overexpression to suppress a catalytically dead mutant of Ime4p [25], implies that they reflect a loss of a function of Kar4p separate from mRNA methylation.

### Removal of Mek1p does not permit sporulation in *kar4*Δ/Δ After *IME1* overexpression

Given the persistent defect in the expression of recombination proteins, one possibility is that activation of the recombination checkpoint mediated by Mek1p [39] is preventing the *kar4*Δ/Δ mutants from progressing into the meiotic divisions. To address this, we created mutants lacking Mek1p, which abolishes the cells’ ability to activate this checkpoint and allows them to progress into the divisions even if recombination is not complete [39]. Deletion of *MEK1* in a *kar4*Δ/Δ strain overexpressing *IME1* still did not permit sporulation (Fig 7A). Moreover, high copy *NDT80*, the target of Mek1p regulation, also did not permit sporulation (S1 Data).

**Fig 7:**
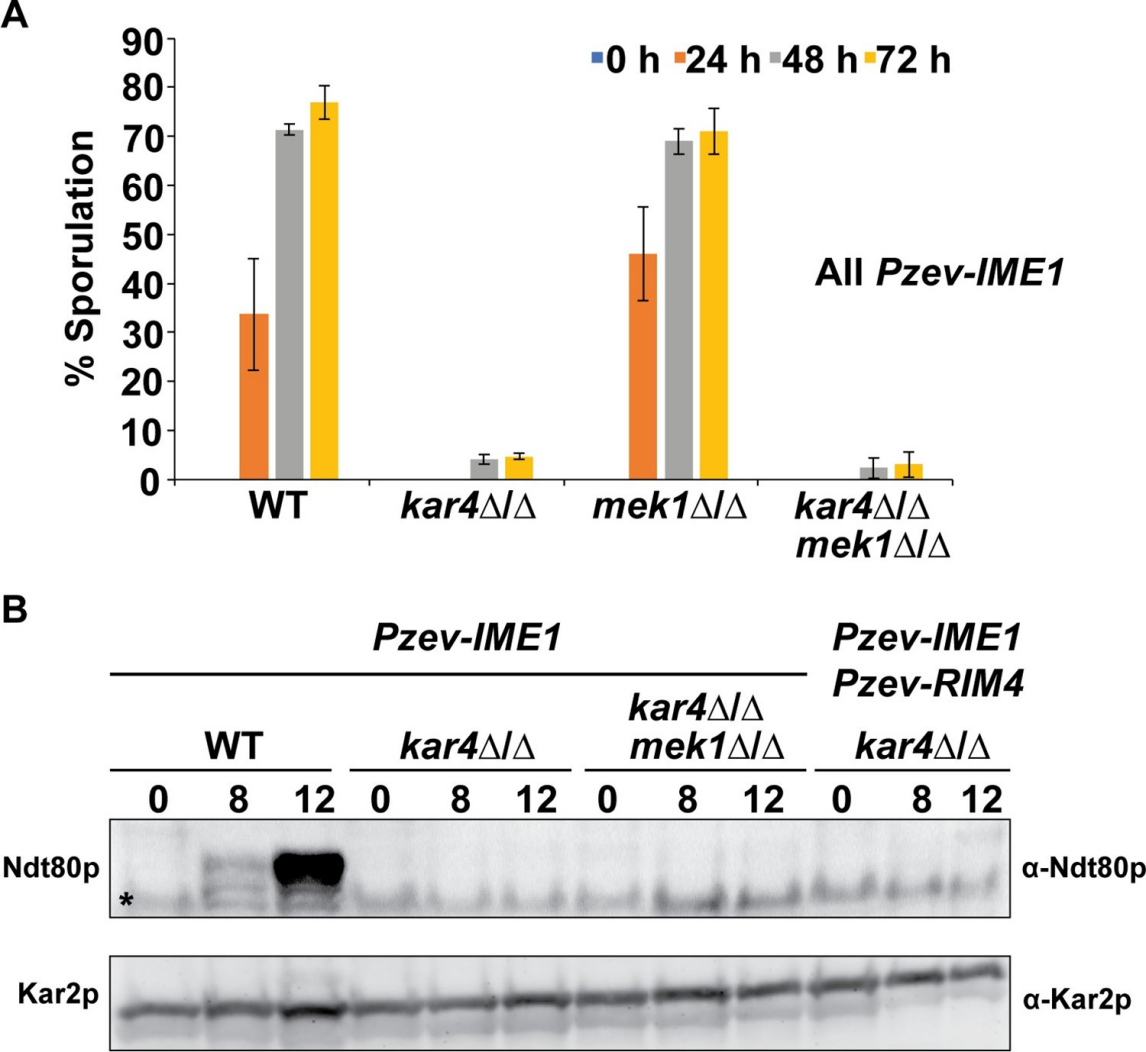
Removal of Mek1p does not permit sporulation in *kar4*Δ/Δ. (A) Sporulation levels of wild type, *kar4*Δ/Δ, *mek1*Δ/Δ, and *kar4*Δ/Δ *rme1*Δ/Δ with *IME1* overexpressed across a time course of meiosis. All dyads, triads, and tetrads were counted. Error bars represent standard deviation of three biological replicates. (B) Western blot of Ndt80p across a time course of meiosis in wild type, *kar4*Δ/Δ, and *kar4rme1*Δ/Δ with *IME1* overexpressed and *kar4*Δ/Δ with *IME1* and *RIM4* overexpressed. Kar2p is used as a loading control. “*” indicates a non-specific band.

One possibility is that Kar4p is also required downstream of Ndt80p; removing Mek1p could have licensed Ndt80p expression, but defects remained that prevent sporulation. To address this, we used an antibody to Ndt80p [40] to determine if it was expressed in *kar4*Δ/Δ *mek1*Δ/Δ after *IME1* overexpression. Ndt80p is strongly expressed at 12 hours in wild type, but was not detectable in either *kar4*Δ/Δ or *kar4*Δ/Δ *mek1*Δ/Δ (Fig 7B). Thus, Ndt80p expression is impacted much more strongly than *NDT80* mRNA levels (Fig 3C), similar to Gas4p, Sps2p, Mei1p and Sae3p, among others (Figs 5 and 6). This suggests that the requirement of Kar4p for the expression of Ndt80p goes beyond facilitating timely recombination and may involve more direct regulation of Ndt80p expression.

Given these findings, we asked if the overexpression of both *IME1* and *RIM4* facilitates Ndt80p expression in *kar4*Δ/Δ. Ndt80p was faintly detectable at 12 hours in *kar4*Δ/Δ with both genes overexpressed but reduced compared to wild type with just *IME1* overexpressed, consistent with the RNA-seq data (Figs 3C and 7B). The persistent defect in Ndt80p expression explains in part why sporulation is still delayed and reduced in these strains compared to wild type [25].

## Discussion

Through analyzing both the transcriptome and proteome of *kar4*Δ/Δ mutants during meiosis we now have a better understanding of the molecular underpinnings underlying the *kar4*Δ/Δ meiotic defects, and how overexpression of *IME1* and *RIM4* suppresses those defects. Establishing a more defined set of Ime1p-dependent genes demonstrated the impact of loss of Kar4p on the *IME1* regulon. Overexpression of *IME1* revealed that a later block in meiosis is at least partially upstream of *NDT80* expression. *RIM4* overexpression appears to rescue this later defect by impacting the translation of transcripts as opposed to facilitating increased gene expression.

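With endogenous promoters, the Ime1p-dependent genes of the study's microarray list (134 of 136 measured) differed little between the genotypes. Their median difference was -0.13 at 2 h, 0.14 at 6 h and -0.19 at 12 h, with 6 genes at least 2-fold lower and none higher at 12 h, where quantile normalization of the columns gave 0.05, with 6 lower and 4 higher. The medians of both waves that the study separated on its microarrays were below 0 in the RNA-seq at 2 and 4 h. The 9 genes of the first wave had a median of -0.39 at 2 h and -0.81 at 12 h (-0.11 after quantile normalization), where *RRT7*, *RNP1* (-1.32) and the recombination gene *HOP2* (-1.15) were at least 2-fold lower. After quantile normalization 1 of the 9 was lower at 12 h and none higher. The 38 genes of the second wave had a median of -0.19 at 2 h and -0.21 at 4 h, with 37 genes within 2-fold at each of these times, 0.04 at 6 h and -0.31 at 12 h, where *BSC4* (-1.06) and *SPO13*, a gene of the first meiotic division (-1.03), were at least 2-fold lower. After quantile normalization of the columns the 12 h median of the second wave was 0.07, with no gene lower and 1 higher. The paper's direct comparison gave smaller differences than subtraction in this background (slope 0.32 at 12 h), so the 2-fold calls are uncertain.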

Microarray and RNA-seq data showed that *kar4*Δ/Δ mutants have a wild type transcriptional profile with two exceptions: first, they have an early defect in the transcript level of *IME1*, as well as a subset of Ime1p-dependent genes that are not immediately activated by the early burst of *IME1* expression that is independent of mRNA methylation. The early defect is suppressed by the overexpression of *IME1*. 

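With *IME1* overexpressed, the Ime1p-dependent genes of *kar4*Δ/Δ were not lower at 2 h but had lower medians at 4 h, and the first wave was already higher at 0 h. The 9 genes of the first wave were higher in *kar4*Δ/Δ Pzev-*IME1* than in wild type Pzev-*IME1* by a median of 0.52 at 0 h and of 0.60 at 2 h (0.61 and 0.28 after quantile normalization of the columns), with *RRT7* (1.57), *HOP2* (1.53), *RNP1* (1.05) and *SRT1* (1.02) at least 2-fold higher at 2 h, and the 38 genes of the second wave by 0.02 at 0 h and 0.35 at 2 h. The medians of the first and the second wave were -0.71 and -0.67 at 4 h, and -0.69 and -0.82 after quantile normalization. In the second wave 11 of the 38 genes were then at least 2-fold lower and none was higher. At 12 h, 20 of the 38 genes of the second wave were at least 2-fold lower in *kar4*Δ/Δ, with a median of -1.03. After quantile normalization of the columns 1 was lower and 1 higher, with a median of 0.04. The largest differences in the columns as deposited were in *SPO23* (-2.38), *SRL4* (-2.16) and *RIM4* (-1.98). Of 26 recombination genes, 8 were lower at 12 h, among them *MSH4* (-1.33), *MEI4* (-1.28) and *MSH5* (-1.19), and the median of the 26 was -0.76. After quantile normalization the median was -0.000618 and none of the 26 was at least 2-fold apart.

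**Figure D2:**
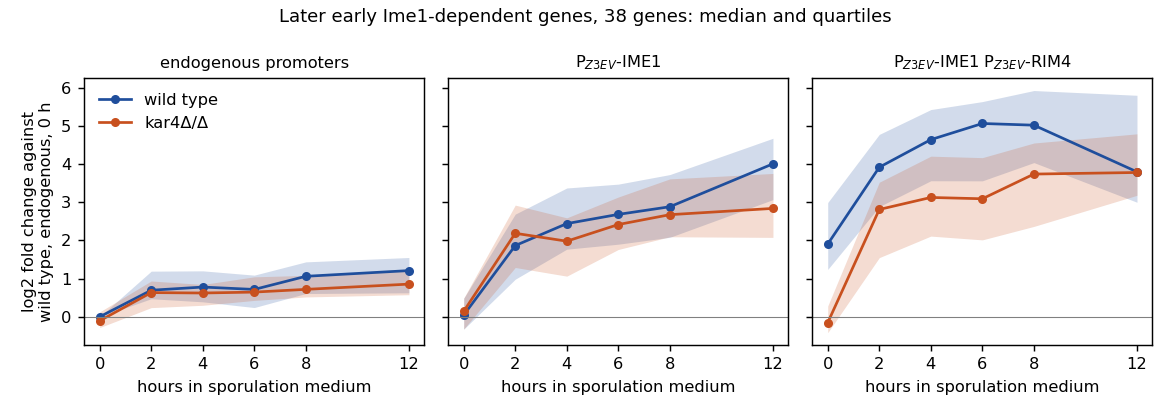
Median (points) and quartiles (bands) of the authors' log2 fold changes over the 38 second-wave Ime1p-dependent genes, by hours in sporulation medium, for wild type (blue) and *kar4*Δ/Δ (orange) in each promoter background. The genotypes differ by a median of -0.31 with endogenous promoters and of -1.03 with Pzev-*IME1* at 12 h (0.07 and 0.04 after quantile normalization of the columns).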

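The difference between *kar4*Δ/Δ and wild type was itself compared between backgrounds at 12 h. It was lower by at least 2-fold with Pzev-*IME1* than with endogenous promoters for 397 genes and higher for 257, and *CDA2* (-6.13), the cell wall gene *CWP1* (-5.21) and *SPR2* (-4.75) were among the 5 lowest, while *MET3* (3.27), *SEO1* (3.05), *CTT1* (2.89) and *CYC7* (2.85) were among the 5 highest. With both Pzev promoters it was lower than with Pzev-*IME1* for 1711 genes and higher for 1246, and 1231 genes in all differed at least 2-fold either way after quantile normalization of the columns. The lowest with a standard name were *EMI2* (-7.75), the glucoamylase gene *SGA1* (-7.34) and *PIR5* (-6.85), and the highest were *MEP2* (7.99), *GAP1* (6.40) and *DUR12* (5.44). In the dual strains the wild type moved further than *kar4*Δ/Δ: from 2 to 12 h the log2 change had an SD over genes of 1.69 in wild type and 0.94 in *kar4*Δ/Δ. These differences of differences have no error and were not tested. The listed Pzev strains also differ in the markers at *KAR4* and in copies of the Z3EV construct, which cannot be told apart from genotype and promoter. With endogenous promoters the paper's direct comparison gave smaller differences than subtraction, so the counts of 397 and 257 genes are uncertain.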

Second, a late defect that is not suppressed by *IME1* overexpression alone but is suppressed by the additional overexpression of *RIM4*. However, the late transcriptional defect is most likely an indirect effect of a prior arrest point of *kar4*Δ/Δ mutants suppressed by *IME1* overexpression. The late genes that are impacted are downstream of Ndt80p, but the block in *kar4*Δ/Δ after *IME1* overexpression is upstream of Ndt80p expression. Thus, the low levels of the late genes are most likely due to the loss of expression of Ndt80p. 

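With Pzev-*IME1*, the genes downstream of Ndt80p were the group most lowered in *kar4*Δ/Δ at 12 h, by a median of -2.05 over the 42 genes of the *NDT80* regulon (-1.29 after quantile normalization of the columns). Of these, 29 were at least 2-fold lower and none was higher, with *CDA2*, *LDS1* (-5.75), *SPO19* and *OSW1* (-5.36) lowest. At 8 h the median was -0.22, and 4 of the 42 genes were lower: the regulon separated only at the last time point. Spore wall genes (12 of 23 lower, median -1.22) and prospore membrane genes (11 of 17, median -1.26) went the same way (11 and 7 lower after quantile normalization), with *SPS1* at -4.31 and *SPO74* at -4.01. Of 18 genes of the meiotic divisions, 7 were lower (3 after quantile normalization), among them the monopolin gene *MAM1* (-2.54), *CLB1* (-1.55) and the polo-like kinase gene *CDC5* (-1.59). The spore wall list shares *CDA2*, *LDS1* and *OSW1* with the regulon, and the list of the meiotic divisions shares *CLB1*, so neither is separate evidence. Of the late genes of wild type Pzev-*IME1*, 77 of 82 were lower and 2 were higher in *kar4*Δ/Δ Pzev-*IME1* at 12 h (median -2.87), although these genes were chosen on the same wild type values, and 23 of them belong to the *NDT80* regulon. None of the 10000 random lists of 42 genes had a median as low as the regulon's. From the position of the block upstream of Ndt80p, the paper reasons that the low late genes are most likely due to the loss of Ndt80p.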

The early defect in *IME1* expression and the expression of Ime1p dependent genes support findings that showed lower levels of Ime1p and *IME1* transcript in *kar4*Δ/Δ during meiosis [25]. Therefore, the overexpression of *IME1* bypasses the requirement of Kar4p in regulating the expression of *IME1* and its targets. The later block in gene expression after *IME1* overexpression suggests that Kar4p is required at another step that impacts the expression of Ndt80p.

Given that the overexpression of the translational regulator *RIM4* is required to suppress the later *kar4*Δ/Δ meiotic defect, we hypothesize that Kar4p may also have a role in translational regulation during meiosis. Rim4p’s role in promoting the expression of Ime2p made it a potential candidate for Kar4p translational regulation. With *IME1* under its own promoter, we saw no difference in the expression of *IME2* transcript or Ime2p between wild type and *kar4*Δ/Δ. Thus, it is unlikely that Ime2p is limiting the progression of *kar4*Δ/Δ cells early in meiosis. However, there is a defect in both *IME2* transcript and Ime2p levels that is revealed when *IME1* is overexpressed. Ime2p is required for the activation of the mid-meiotic transcription factor Ndt80p, which initiates the expression of genes required for the completion of meiotic recombination and prophase I exit as well as the meiotic divisions and spore maturation. Low Ime2p levels were rescued in *kar4*Δ/Δ when both *IME1* and *RIM4* were overexpressed. In addition, the overexpression of both *IME1* and *RIM4* together significantly sped up the time to peak expression of Ime2p in *kar4*Δ/Δ.

We initially screened Ime2p levels because Rim4p is required for Ime2p expression, but an unbiased mass spectrometry approach identified many proteins that are reduced in *kar4*Δ/Δ at both 8- and 12-hours post induction of *IME1* expression. Many of these proteins were important for meiotic recombination including Mei5p, Gmc2p, Sae3p, and Ecm11p. These proteins showed little or no difference in transcript levels between wild type and *kar4*Δ/Δ at 8 and 12 hours, implying that the reduced protein levels at 8 and 12 hours in *kar4*Δ/Δ is likely due to defects in translation as opposed to transcript abundance. Consistent with the fact that many of the impacted proteins are involved in recombination, we found that recombination was delayed in *kar4*Δ/Δ, even with *IME1* overexpressed. Defects in recombination would activate the meiotic recombination checkpoint mediated by Mek1p [39], which acts antagonistically to Ime2p to block the activation of Ndt80p. Activation of the *MEK1* checkpoint could explain the defects in *NDT80* expression in *kar4*Δ/Δ, as well as in Ime2p expression; Ndt80p also induces *IME2* expression, resulting in Ime2p and Ndt80p levels peaking at similar times later in meiosis [10]. However, removal of this checkpoint still did not permit sporulation nor the expression of Ndt80p in these strains. This suggests that Kar4p’s role in facilitating entry into the meiotic divisions goes beyond promoting meiotic recombination and may involve more direct activation of Ndt80p expression. Because overexpression of *IME1* suppresses the meiotic defect of a catalytic mutant of Ime4p, we hypothesize that the defect in protein expression involves the proposed non-catalytic function of the methyltransferase complex. Consistent with this, recent work has shown that the ortholog of Ime4p in mammals, METTL3, positively regulates the translation of transcripts in an m^6^A-independent manner by interacting with PABP and cap-binding factors [41,42]. Given that METTL3 and METTL14 work together to bind mRNA, it is likely that METTL14, Kar4p’s ortholog, is also involved in this function. However, due to the nature of the arrest after *IME1* overexpression, we cannot determine if mRNA methylation is also important for events downstream of Ndt80p. Future work will determine if Kar4p and other members of the complex are regulating the translation of transcripts in yeast in a similar manner and if mRNA methylation plays a role in regulating later steps of meiosis.

The co-overexpression of *IME1* and *RIM4* partially rescued the protein level defects. Rim4p is best known as a repressor of translation that functions as an aggregate to sequester mRNAs from the translational machinery [16]. However, Rim4p was first identified as a positive regulator of *IME2* [14]. No further work was done to explore the positive regulatory role of Rim4p. The fact that overexpression of *RIM4* rescues the *kar4*Δ/Δ translational defect suggests that Rim4p acts directly as an enhancer of translation or that the overexpression facilitates Rim4p aggregates to expand their regulon and sequester a negative regulator that is not normally bound by the aggregates. Work on an analogous protein to Rim4p in mammals, “Deleted in Azoospermia Like” (DAZL), has shown that DAZL exists as both a monomer and an aggregate. The aggregate acts to block translation and the monomeric form promotes translation through interactions with PABP [16,43,44]. Rim4p monomers are seen early in meiosis suggesting that it is the monomeric form of Rim4p that is important for its role in meiotic entry and these monomers may act to positively regulate translation in a similar manner to DAZL monomers. An interaction between Kar4p and Rim4p has not been detected, which suggests that the suppression bypasses the requirement for Kar4p.

Taken together, these data point to Kar4p being a key player in the post-transcriptional/translational regulation of meiosis. In support of Kar4p’s role in mRNA methylation, we see that expression of both *IME1*, and Ime1p-dependent genes are lower in *kar4*Δ/Δ during meiosis. These results indicate that Kar4p is required upstream of *IME1* expression. That *IME1* overexpression bypasses the requirement for Kar4p in meiotic entry, but cells remain blocked before the induction of *NDT80* expression, suggests that Kar4p is required at another step during meiosis. That the additional overexpression of *RIM4* allows *kar4*Δ/Δ cells to complete sporulation points to Kar4p playing a role in translational regulation that is important upstream (and possibly downstream) of *NDT80* expression. Interestingly, deletions of other methylation complex members (Ime4p and Mum2p) can also be made to sporulate after overexpression of both *IME1* and *RIM4* [25]. Future work will determine whether the regulation of these protein levels is similar to the non-catalytic functions described in other eukaryotes. Understanding the non-catalytic function of Kar4p may also provide insights into how Rim4p functions positively in meiosis. These findings position Kar4p as a key regulator of meiosis at multiple levels and further experimentation will seek to determine how exactly this intrepid protein is carrying out that regulation.

## Materials and methods

### Sporulation

Cultures were grown overnight at 30°C in YPD (yeast nitrogen base (1% w/v), peptone (2% w/v), and 2% glucose), back diluted into YPA (yeast nitrogen base (1% w/v), peptone (2% w/v), and potassium acetate (1% w/v), and allowed to grow for 16–18 hours before being transferred into 1% (w/v) potassium acetate sporulation media supplemented with histidine, uracil, and leucine at a concentration of 0.5 OD_600_ unit/ml. Sporulating cells were cultured at 26°C for various amounts of time depending on the nature of the experiment. For experiments involving overexpression, 1 μM of β-estradiol was added to cultures once they were moved into the 1% potassium acetate media.

### RNA preparation

Cells from sporulation cultures were collected by vacuum filtration on nitrocellulose filters and flash frozen with liquid nitrogen. Samples were stored at -80°C until extracted for RNA. RNA was extracted by acid-phenol method. Lysis buffer was added and then vigorously vortexed. Following lysis, phenol saturated with 0.1 M citrate (Sigma-Aldrich, P4682) was added. Lysates were incubated for 30 minutes at 65°C, vortexing every 5 minutes. Lysates were chilled on ice and then spun. Supernatant was added to a heavy phase lock tube along with chloroform. After light mixing, the samples were centrifuged. The aqueous layer was moved to a new tube containing sodium acetate. The samples were washed with ice-cold 100% ethanol and left to incubate at -20°C for 30 minutes to 16 hours. Following the incubation, ethanol-precipitated samples were spun at full speed for 5 minutes to pellet the RNA. The pellets were washed with ice cold 70% ethanol and pulse spun. Remaining alcohol was aspirated, and the RNA samples were resuspended in 100 μl of water. RNA samples were cleaned up using the Qiagen RNeasey kit (Qiagen 74106) and then quantified using a Nanodrop.

### Gene expression microarrays

Microarray analysis was performed as described by [45] with slight modifications: RNA samples were handled in an ozone-free environment during the labeling process and labeling was performed using the Quick Amp labeling kit (5190–0447)) according to a modified labeling protocol. Reference RNA was labeled with Cy3-CTP (NEL580) and experimental samples were labeled with Cy5-CTP (NEL581). Labeled cRNA samples were cleaned up using the Qiagen RNeasy Cleanup kit protocol with an additional wash step, then quantified using a Nanodrop. Labeled cRNA was fragmented and allowed to hybridize to Agilent microarray slides (8x15k, AMADID:017566) for 17 hours at 65°C and 20 RPM. After hybridization, slides were washed successively with wash buffer 1 for 1 minute, washer buffer 2 for 1 minute, and acetonitrile for 30 seconds. Slides were scanned using the Agilent High-Resolution Microarray Scanner. After scanning, Feature Extraction software was used to map spots to the specific genes. Resulting microarray intensity data were stored at the PUMA Database (http://puma.princeton.edu) during analysis. Source data for the microarray experiments were deposited at the Gene Expression Omnibus, NCBI, and can be accessed using GEO number GSE220125.

### Microarray analysis

Sample and reference channel intensities were first floored to a value of 350. Once log_2_ ratios were computed between samples and reference, the data were time-zero transformed. Data were hierarchically clustered in the Cluster 3.0 software package with average linkage using the Pearson correlation distance as the metric of similarity between genes. Gene Ontology terms were determined using YEASTTRACT.

### RNA-seq

Cells were induced to sporulate as described above and samples were taken at the indicated time points. Cells were lysed using bead beating and the lysis buffer included in the Qiagen RNeasy Kit. After lysis, samples were cleared by centrifugation and RNA was purified using the Qiagen RNeasy kit with on-column DNase treatment. RNA samples were then sent to Novogene Corporation for library prep and mRNA sequencing using an Illumina based platform (PE150). Resulting data was analyzed using the open access Galaxy platform [46]. Reads were first mapped to the yeast genome using BWA-MEM and then counted using htseq-count. Differential expression analysis was conducted using DESeq2 and heat maps were made using Cluster 3.0 and Java Tree View.

### qPCR

Cells were induced to sporulate as described above and samples were taken at the indicated time points. RNA was harvested as described in the section on RNA-seq. cDNA libraries were constructed using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems) with 10 μl of the total RNA sample. The concentration of the resulting cDNA was measured using a nanodrop. qPCR reactions were set up using Power SYBR Green PCR Master Mix (Applied Biosystems) with 50 ng of total RNA. The reactions were run on a CFX96 Real-Time System (BioRad) with reaction settings exactly as described in the master mix instructions with the only change being the addition of a melt curve at the end of the program. Results were analyzed using CFX Maestro. Primer sequences were as follows: *PGK1* Forward 5’-CTCACTCTTCTATGGTCGCTTTC-3‘, *PGK1* Reverse 5’-AATGGTCTGGTTGGGTTCTC-3’, *GAS4* Forward 5’-GACCTGGAAGGAGAAGAAGAACAAG-3’, *GAS4* Reverse 5’-ACAATGGGCCGGAAATAGAG-3’, *SPS2* Forward 5’-GCCGGTCGTTCGATCATAA-3’, *SPS2* Reverse 5’-CATTGTCAGTTTCCTGCTTTCC-3’.

### Protein extraction by alkaline *l*ysis

Optical density was measured and a total of 6 OD_600_ units was collected for each time point. Cells were pelleted and stored at -80°C. Cell lysates were prepared by adding 150 μl lysis buffer (1.85 M NaOH, 1/100 B-ME, 1/50 protease inhibitors) followed by a 10-minute incubation on ice. After incubation, 150 μl of 50% TCA (Sigma-Aldrich T9159) was added. After a 10-minute incubation at 4°C, samples were spun for 15 seconds at 15000 RPM and supernatant was aspirated. The remaining pellet was washed with one ml acetone, briefly spun, and acetone aspirated. 100 μl of 2x sample buffer (ThermoFisher NP0007) with 10% B-ME were added to the protein pellets, mixed well, and boiled for 5 minutes.

### Immunoblotting

For each lane, 10 μl of protein extracts were added to 8% Bis-Tris acrylamide gels. Protein ladder (Precision Plus Protein Standard from Bio Rad, 1610374) was used for determining band sizes. Electrophoresis was run at 60 volts for 30 minutes through the stacking gel and at 150 volts until the samples moved through the resolving gel. Gels were transferred to PVDF membranes using a semi-dry transfer apparatus (TransBlot SD BioRad) and a standard Tris-Glycine transfer buffer without methanol at 16 volts for 36 minutes. Membranes were blocked with 10% milk for 30 minutes, followed by primary antibody (anti-MYC 1:1000 (9E10), anti-HA 1:1000 (12CA5), anti-Ndt80p (gift of Michael Lichten) 1:10,000, anti-Kar2p [47] 1:5000) in 0.1% TBST for 1 hour with rocking at room temperature. Membranes were washed three times for 10 minutes with TBST. Membranes were incubated with secondary antibody (Donkey anti-mouse (Jackson ImmunoResearch) IgG 1:10,000) in 1% milk with rocking for 30 minutes. Membranes were then washed three times for 10 minutes with TBST. Immobilon Western HRP substrate (Millipore) was added and incubated for 5 minutes before being imaged using the G-Box from SynGene. Densitometry was conducted using ImageJ. All westerns were run at least twice with each run being a unique biological replicate.

### Trypsin digest and 8-step fractionation mass spectrometry

For each time point, the optical density was measured and a total of 30 OD_600_ was aliquoted. Samples were pelleted, washed with water, and flash frozen by liquid nitrogen. Frozen yeast pellets were resuspended in lysis buffer (6M guanidium hydrochloride, 10mM TCEP, 40mM CAA, 100mM Tris pH 8.5). Cells were lysed by sonication using 5x 30s pulses with 1 min rest in ice between pulses. Samples were then heated to 95°C for 15 min, and allowed to cool in the dark for 30 min. Samples were then centrifuged, and lysate removed to a fresh tube. Lysate was then diluted 1:3 with digestion buffer (10% CAN, 25mM Tris pH 8.5) containing LysC (1:50) and incubated at 37°C for 3 hours. Samples were then further diluted to 1:10 with digestion buffer containing Trypsin (1:100) and incubated O/N at 37°C. TFA was added to 1% final. Samples were then centrifuged, and digested lysate removed to a new tube. Samples were desalted on C18 cartridges (Oasis, Waters) as per manufacturer protocol. Dried down peptide samples were then fractioned using High pH Reversed-Phase peptide fraction kit (Pierce) into 8 fractions using manufacturer’s instructions. Fractions were dried completely in a Speedvac and resuspended with 20μl of 0.1% formic acid pH 3. 5ul was injected per run using an Easy-nLC 1000 UPLC system. Samples were loaded directly onto a 45cm long 75μm inner diameter nano capillary column packed with 1.9μm C18-AQ (Dr. Maisch, Germany) mated to metal emitter in-line with a Q-Exactive (Thermo Scientific, USA). The mass spectrometer was operated in data dependent mode with the 700,00 resolution MS1 scan (400–1800 m/z), AGC target of 1e6 and max fill time of 60ms. The top 15 most intense ions were selected (2.0 m/z isolation window) for fragmentation (28 NCE) with a resolution of 17,500, AGC target 2e4 and max fill time of 60ms. Dynamic exclusion list was evoked to exclude previously sequenced peptides for 120s if sequenced within the last 10s.

Raw files were searched with MaxQuant (ver 1.5.3.28) [48], using default settings for LFQ data. Carbamidomethylation of cysteine was used as fixed modification, oxidation of methionine, and acetylation of protein N-termini were specified as dynamic modifications. Trypsin digestion with a maximum of 2 missed cleavages were allowed. Files were searched against the yeast SGD database download 13 Jan 2015 and supplemented with common contaminants. Results were imported into the Perseus [49] workflow for data trimming and imputation. Final data were exported as a table. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [50] partner repository with the dataset identifier PXD043798.

### Recombination assay

Diploid wild type and *kar4*Δ/Δ strains carrying a P_*MFA1*_*-HIS3* cassette integrated in place of the *CAN1* gene in the *MAT*α parent were transformed with a high-copy number plasmid containing *IME1* and the *URA3* gene as a selectable marker. Strains were induced to sporulate as described above and samples were taken across a time course of meiosis (0-, 8-, 12-, and 24-hours post movement into sporulation media). At each time point, 1 OD unit of cells was removed and serially diluted 10-fold three times. Four microliters of each serial dilution (10°, 10^−1^, 10^−2^, and 10^−3^) were plated on either SC-Ura (growth plate) or SC-Ura -His +can (recombination selection plate). Plates were allowed to grow for 2–3 days at 30°C before pictures were taken.

## Supporting information

S1 Fig RNA-seq derived meiotic transcriptome of *kar4*Δ/Δ across overexpression conditions. Heatmap of RNA-seq data across a time course of meiosis (0, 2, 4, 6, 8, and 12 hours) in wild type and *kar4*Δ/Δ with either *pIME1/pRIM4*, *Pzev-IME1/pRIM4*, or *Pzev-IME1/Pzev-RIM4*. Expression was normalized to wild type pre-induction of sporulation (t = 0). Genes were clustered in Cluster3.0 and the heatmaps were constructed with Java TreeView. Note that genes are clustered differently from Fig 1. Source data for heatmap can be found in the supplementary file S3 Data.

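The number of genes at least 2-fold apart between *kar4*Δ/Δ and wild type depended on the background and the hour. With Pzev-*IME1* it was 569, 986, 624, 314, 323 and 499 at 0, 2, 4, 6, 8 and 12 h. The 986 genes at 2 h included 50 of 56 ribosome biogenesis genes, all higher in *kar4*Δ/Δ (median 1.33), and 28 of 55 amino acid biosynthesis genes, all lower (median -1.12). The medians of these lists were 0.24 and 0.56 at 4 h with Pzev-*IME1*, and 0.22 and 1.07 at 2 h with both Pzev promoters. The pattern thus belongs to that hour and background, and the amino acid genes had the other sign in both of those comparisons. With both Pzev promoters the number was 477, 790, 889, 1413 and 1978 at 0, 2, 4, 6 and 8 h. After quantile normalization of the columns it was 972, 443, 388, 651 and 782, below the 0 h count at each later hour. In the paper's direct comparisons (S6 Data, in part), 137 of 1913 genes were at least 2-fold apart at 0 h. There were 411 of 1917 at 6 h and 857 of 1916 at 12 h. The rise from 0 h therefore does not rest on subtraction alone, although quantile normalization removes it. Of 132 ribosomal protein genes, 127 were higher in *kar4*Δ/Δ with both promoters at 6 h and 48 were lower at 12 h (28 and 17 after quantile normalization). All 10 histone genes were lower in *kar4*Δ/Δ with both promoters at 4 h (median -2.28, or -1.69 after quantile normalization), and 7 of the 10 were higher with Pzev-*IME1* (median 1.22, or 1.13).

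**Figure D3:**
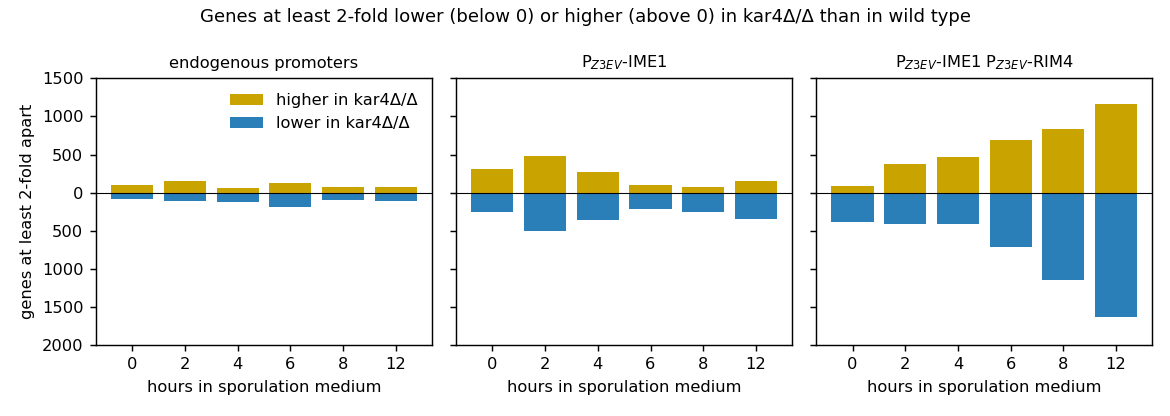
Number of genes, of 6496, at least 2-fold higher (above 0) or lower (below 0) in *kar4*Δ/Δ than in wild type, by hours in sporulation medium, in each promoter background. With both Pzev promoters the count is 477 at 0 h, with 1634 lower and 1162 higher at 12 h (972 at 0 h and 551 and 474 at 12 h after quantile normalization of the columns).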

(TIF)

S2 Fig Ime2p levels are not impacted in *kar4*Δ/Δ under endogenous expression conditions. (A) Western blots of Ime2p-13MYC across a meiotic time course in wild type and *kar4*Δ/Δ. Kar2p is used as a loading control. (B) *IME2* RNA-seq normalized counts from wild type and *kar4*Δ/Δ. Counts were normalized using the standard normalization method in DESeq2. Error bars represent standard deviation between two biological replicates, which is equal to the range divided by the square root of 2. (C) Quantification of western blots in A. Error bars represent the standard deviation between two biological replicates, which is equal to the range divided by the square root of 2. (D) Quantification of western blots in Fig 4A. Error bars represent the standard deviation between two biological replicates, which is equal to the range divided by the square root of 2. (E) Quantification of western blots in Fig 4C. Error bars represent the standard error between two biological replicates, which is equal to one half the range.
(TIF)

S1 Table Strains used for this study. All auxotrophic markers are standard BY alleles.
(DOCX)

S2 Table Plasmids used in this paper.

S1 Data Data underlying all graphs presented in figures in the paper and quantification used to determine changes in Gas4p and Sps2p levels.

S2 Data Data from microarray experiments used to construct the heat-maps in Figs 1A and 3B. The data is presented as log_2_ fold-changes from a starvation condition control sample.
(XLSX)

S3 Data Data from RNA-seq experiments used to construct the heat-map in S1 Fig. The data is presented as log_2_ fold-changes from a starvation condition control sample.
(XLSX)

S4 Data Data from microarray experiments used to construct the heat-maps in Figs 2B and 3A. These heat-maps display the expression of the 136 Ime1p dependent genes determined in this study and their identity and expression data are contained in this data file. Genes highlighted in green are those that are conserved between the Ime1p dependent genes and the core meiotic Ume6p regulon.
(XLSX)

S5 Data Imputed intensities from the mass spectrometry experiment analyzing the meiotic proteome in wild type and *kar4*Δ/Δ.

S6 Data DESeq2 log_2_ fold-changes between wild type and *kar4*Δ/Δ at each individual time point from the RNA-seq experiments.

# Supplementary material for: Kar4 is required for the normal pattern of meiotic gene expression
**Source:** PLoS Genet. 2023 Aug 28;19(8):e1010898. doi: 10.1371/journal.pgen.1010898
**Supplement:** S1 Table — All auxotrophic markers are standard BY alleles.

**S1 Table. Strains used for this study. All auxotrophic markers are standard BY alleles.**

| Strain Name | Genotype | Strain |
| --- | --- | --- |
| MY 10128 | *leu2 his3 ura3 met15 kar4::KANMX* | S288c |
| MY 11297 | *ura3 leu2 his3 lys2 can1::LEU2+-MFA1pr-HIS3 kar4::KANMX* | S288c |
| MY 8092 | *leu2 his3 ura3 met15* | S288c |
| MY 16616 | *his3/" leu2/leu2::pACT1-Z3EV-NATMX +/lys2 met15/+ ura3/"* | S288c |
| MY 16533 | *HPHMX::PZ3EV-IME1/+ HPHMX::PZ3EV-RIM4/+ leu2::act1pr-Z3EV-NATMX/" ura3/"* | S288c |
| MY 16534 | *HPHMX::PZ3EV-IME1/+ leu2::act1pr-Z3EV-NATMX/leu2 ura3/" his3/+ lys2/+* | S288c |
| MY 16617 | *his3/" leu2/leu2::pACT1-Z3EV-NATMX +/lys2 met15/+ ura3/" kar4::KANMX/"* | S288c |
| MY 16531 | *HPHMX::PZ3EV-IME1/+ leu2::act1pr-Z3EV-NATMX/leu2 ura3/" his3/+ met15/+ kar4::KANMX/kar4::URA3* | S288c |
| MY 16536 | *HPHMX::PZ3EV-IME1/+ HPHMX::PZ3EV-RIM4/+ leu2::act1pr-Z3EV-NATMX/" ura3/" kar4::LEU2/kar4::URA3* | S288c |
| MY 16208 | *HPHMX::PZ3EV-IME1/+ leu2::act1pr-Z3EV-NATMX/leu2 ura3/" his3/+ met15/+ kar4::KANMX/+ GAS4-3HA::HIS3/+* | S288c |
| MY 16209 | *HPHMX::PZ3EV-IME1/+ leu2::act1pr-Z3EV-NATMX/leu2 ura3/" his3/+ met15/+ kar4::KANMX/+ SPS2-3HA::HIS3/+* | S288c |
| MY 16210 | *HPHMX::PZ3EV-IME1/+ leu2::act1pr-Z3EV-NATMX/leu2 ura3/" his3/+ met15/+ kar4::KANMX/kar4::URA3 GAS4-3HA::HIS3/+* | S288c |
| MY 16211 | *HPHMX::PZ3EV-IME1/+ leu2::act1pr-Z3EV-NATMX/leu2 ura3/" his3/+ met15/+ kar4::KANMX/kar4::URA3 SPS2-3HA::HIS3/+* | S288c |
| MY 16216 | *HPHMX::PZ3EV-IME1/+ HPHMX::PZ3EV-RIM4/+ leu2::act1pr-Z3EV-NATMX/" ura3/" kar4::KANMX/" GAS4-3HA::HIS3/+* | S288c |
| MY 16217 | *HPHMX::PZ3EV-IME1/+ HPHMX::PZ3EV-RIM4/+ leu2::act1pr-Z3EV-NATMX/" ura3/" kar4::KANMX/" SPS2-3HA::HIS3/+* | S288c |
| MY 16572 | *his3/" leu2/" ura3/" lys2/+ met15/+ IME2-13MYC::KANMX/+* | S288c |
| MY 16573 | *his3/" leu2/" ura3/" lys2/+ met15/+ IME2-13MYC::KANMX/+ kar4::HPHMX/"* | S288c |
| MY 16604 | *IME2-13MYC::KANMX/+ kar4::HPHMX/kar4::URA3 ura3/" his3/+ leu2/leu2::act1pr-Z3EV-NATMX HPHMX::PZ3EV-IME1/+ met15/+* | S288c |
| MY 16608 | *IME2-13MYC::KANMX/+ ura3/" his3/+ leu2/leu2::act1pr-Z3EV-NATMX HPHMX::PZ3EV-IME1/+ met15/+* | S288c |
| MY 16612 | *HPHMX::PZ3EV-IME1/+ HPHMX::PZ3EV-RIM4/+ kar4::URA3/kar4::LEU2 his3/+ leu2/leu2::act1pr-Z3EV-NATMX IME2-13MYC::KANMX/+ ura3/"* | S288c |
| MY  16643 | *HPHMX::PZ3EV-IME1/+ leu2::act1pr-Z3EV-NATMX/leu2 ura3/" his3/+ met15/+ kar4::KANMX/kar4::URA3 mek1::BLEMX/”* | S288c |
| MY  16644 | *HPHMX::PZ3EV-IME1/+ leu2::act1pr-Z3EV-NATMX/leu2 ura3/" his3/+ met15/+ kar4::KANMX/+ mek1::BLEMX/”* | S288c |

# Supplementary material for: Kar4 is required for the normal pattern of meiotic gene expression
**Source:** PLoS Genet. 2023 Aug 28;19(8):e1010898. doi: 10.1371/journal.pgen.1010898
**Supplement:** S2 Table

**S2 Table. Plasmids used in this paper.**

| Strain | Markers | Source |
| --- | --- | --- |
| pMR6895 | *2µ IME1 URA3 Amp* |  |
| pRB3483 | *hphMx-Pz3ev CEN Amp* | 1 |
| pMR6885 | *2µ NDT80 LEU2 Amp* |  |

**References**

1. McIsaac RS, Gibney PA, Chandran SS, Benjamin KR, Botstein D. Synthetic biology tools for programming gene expression without nutritional perturbations in *Saccharomyces cerevisiae*. Nucleic Acids Res. 2014;42(6):e48. doi: 10.1093/nar/gkt1402. PubMed PMID: 24445804; PubMed Central PMCID: PMCPMC3973312.

How the deposited data were processed for this re-analysis (not part of the article)

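The RNA-seq experiment compared wild type and *kar4*Δ/Δ diploids of S288c at 6 time points after transfer to sporulation medium, in 3 promoter backgrounds (endogenous promoters, Pzev-*IME1*, and Pzev-*IME1* with Pzev-*RIM4*), with 2 biological replicates of each of the 36 conditions, 72 libraries in all. The authors aligned the reads to the sacCer3 build with BWA-MEM, counted reads per gene with htseq-count and compared each condition with wild type with endogenous promoters at 0 h in DESeq2; the versions are not given. The deposited table holds the authors' log2 fold change of each gene in each condition against that reference, with the 2 replicates already combined. Its 36 value columns cover 6660 genes. It also has 16 columns without a name, which hold no values for any gene except 12 stray labels in the line of *YAL008W*, and these were not used. The 164 genes that lacked a value in at least 1 column were left out, which left 6496.

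The table gives no replicate values, standard errors, p-values, counts or library sizes, so depth and counting precision are unknown and no test between conditions could be made. The difference between *kar4*Δ/Δ and wild type was taken as the difference of their log2 fold changes, in which the reference cancels if the fold changes are additive. A size of at least 2-fold, that is 1 on the log2 scale, was counted. No p-value is given across genes. The comparisons, gene lists, late-gene rule and rule for naming genes were set before the data were examined for a table of values per library; the linear models, set tests, pairing and leave-one-out fits set then could not be run on this table, and sizes are described in their place. Late genes were those at least 4-fold higher at 12 h than at 6 h in wild type; the list from wild type Pzev-*IME1* was used for endogenous promoters, and the list from wild type with endogenous promoters for the other backgrounds, so that a list does not come from the values compared, and the first list was also followed in the Pzev strains, where it is said.

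Genes named are those that the paper names for its RNA-seq, *KAR4*, the 10 lowest and 10 highest differences of each background at 12 h, the members with the largest differences of a list that is described, and the 5 largest differences between backgrounds each way. The first-wave genes named at 2 and 4 h, and the fourth *NDT80* target with endogenous promoters, were named after their values were seen, and values in the paper's supplementary data had been seen for some genes. Of 29 gene lists, 28 had values; the mitochondrially encoded genes are not in the table. The lists held 5 to 134 genes, and 3 of them were the study's own microarray lists of Ime1p-dependent genes. A list's median was set among the medians of 10000 random lists of the same size drawn from the 6496 genes, as a description; the lists could not be matched on mean expression. Symbols and coordinates are from the R64 reference annotation, the same assembly as sacCer3, in which 5986 of the 6660 identifiers were found as locus tags.

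Per-replicate normalized counts in the paper's S1 Data were used as the only measure of replicate spread, and the paper's direct comparisons in S6 Data, of which 1998 of 6691 rows could be read, as an alternative to subtraction. Quantile normalization of the columns and a 2-fold late-gene rule were the alternatives set in advance that this table allows. Centring of each column on its median, protein-coding genes only, a 4-fold size, *RME1* without 0 h, the direct comparisons of the paper and the late list kept under quantile normalization were added later. Pseudocounts, filters on low values, upper-quartile rescaling, library weights, fits by background, count tests and leaving out replicates need values per library. The counting and list steps were tested on simulated data: of genes given a log2 change of 1.5 on top of noise, 91.0% were counted at least 2-fold apart, of those given 0.6, 4.55%, and 6% of 200 unchanged lists fell outside the middle 95% of random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.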

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

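The tests of shrinkage, mixed libraries, carry-over, early promoter activity and a delayed course, and the use of quantile normalization as a test, were chosen after the results were seen, whereas the quantile-normalized nitrogen median itself was set in advance.

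*KAR4* itself was close to wild type in the column labelled *kar4*Δ/Δ with endogenous promoters at 0 h, at -0.55, where the difference from wild type was -3.97 or lower at every later hour of that background. The authors' direct comparisons as a set were not narrower at 0 h than later (SD over genes 1.31 times the largest later one), which speaks against a stronger shrinkage of all fold changes at 0 h but leaves one of *KAR4* alone open. RNA of cells with *KAR4* in these libraries may be another source: 23 other genes that differed one way by at least 2-fold from 2 to 12 h kept a median share of -0.016 of that difference at 0 h. The test does not decide, because with Pzev-*IME1* at 0 h, where *KAR4* is absent, the same genes kept 0.031 of it. The mixed or mislabelled library and the gene's own fit cannot be told apart, and the paper's direct comparison at 0 h is the same number.

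The 9 first-wave Ime1p-dependent genes were already high in wild type with both Pzev promoters at 0 h, with a median of 3.81, where *kar4*Δ/Δ of that background was at -0.47. A difference in the spread of the columns is argued against as the whole cause, because wild type exceeded *kar4*Δ/Δ by a median of 5.10 after quantile normalization (first quartile 4.60). Carry-over of RNA from the 2 h sample could give the pattern if each gene carried the same share; the shares over 89 Ime1p-dependent genes had quartiles 2.14 times apart, which is too close to decide. *RIM4* was higher in wild type than in *kar4*Δ/Δ by 2.98, as it would be if the Pzev promoters were active before induction or if the sample was taken after it, and the 0 h libraries cannot separate these. *RIM4* is itself a second-wave Ime1p-dependent gene, so its level does not report the Pzev promoter alone. *IME1* differed between *kar4*Δ/Δ and wild type by -1.61 at 0 h, or by -0.44 after quantile normalization.

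The nitrogen catabolite repression genes, which the paper does not discuss, were higher in *kar4*Δ/Δ than in wild type with both Pzev promoters at 12 h by a median of 2.90 (18 of 21 at least 2-fold higher, 2 lower), led by *MEP2* and *GAP1*. A late start of the wild type course in *kar4*Δ/Δ is argued against, because these genes never exceeded a median of 0.079 in wild type of that background, below the first quartile of 1.23 in *kar4*Δ/Δ. A difference in the spread of the columns is argued against as the whole cause, since quantile normalization left a median of 2.10, although the first quartile of 1.04 was only just above 2-fold. With Pzev-*IME1* alone the genes were high in both genotypes at 12 h (1.67 in wild type, 2.76 in *kar4*Δ/Δ), so the low values of wild type with both promoters may be the unusual ones. Other causes were not tested, among them the *URA3* and *LEU2* markers that replace *KAR4* in the untagged strain listed with both promoters.

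The cytosolic ribosomal protein genes stood out in wild type Pzev-*IME1* at 0 h, in a comparison that the paper does not discuss, with a median log2 fold change of -2.73 against wild type with endogenous promoters at the same hour. No explanation was tested.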

How the results depend on the processing

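Values and counts were recomputed with 1 choice changed at a time. Centring each column on its median and keeping the 5880 protein-coding genes left all 91 results on the same side with the same direction, and *RME1* without 0 h was 0.50. The largest column median was only 0.034, and leaving out genes does not alter the value of a gene that is kept. Centring and the protein-coding choice could therefore move little. Quantile normalization, set in advance, left 46 of 91 results within 1.5 times, moved 39 and reversed 6 that were at least 2-fold. By construction it gives 1 distribution to every column except the reference column of zeros, which stays as it is, so it widens the endogenous columns, narrows those in which meiosis advanced, and at 0 h sets a widened *kar4*Δ/Δ column against zeros. With it, the genes at least 2-fold apart with endogenous promoters were 1240, 901, 643, 927 and 453 at 0, 2, 4, 6 and 8 h, and 202 lower and 175 higher at 12 h; with both Pzev promoters they were 972, 443, 388, 651 and 782, and 551 lower and 474 higher. The late genes lower in *kar4*Δ/Δ with both promoters were 4 (endogenous list) and 37 (Pzev-*IME1* list), those higher than in *kar4*Δ/Δ Pzev-*IME1* were 13, and those higher in wild type at 8 h 40, these 3 counts being of the 42 genes left when the Pzev-*IME1* list was redrawn (60, 19 and 69 of the 82 genes with the list kept, a choice made after seeing the data); 1231 genes differed between the backgrounds in their *kar4*Δ/Δ effect. *NDT80* was -1.49 with both promoters, *GAS4* 0.68 between the *kar4*Δ/Δ strains, and the *NDT80* regulon -1.29 with Pzev-*IME1* and -1.81 with both. The reversed results were *IME2* (0.17), *MEI5* (0.67), *ECM11* (0.17), the synaptonemal complex genes (0.056) and the second-wave genes (0.042), all with Pzev-*IME1* at 12 h, and the first-wave genes with both promoters at 4 h (0.090). Under 2-fold, *SAE3* (0.48) and the first-wave genes (0.48) with Pzev-*IME1* at 12 h and the nitrogen genes with endogenous promoters at 12 h (0.50) changed sign as well. So did further list medians, the *NDT80* regulon with endogenous promoters at 12 h (0.03) among them.

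With late genes taken at 2-fold, also set in advance, the counts lower at 12 h were 19 with Pzev-*IME1*, 33 with both promoters and 166 for the Pzev-*IME1* list, with 102 higher in *kar4*Δ/Δ and 237 higher in wild type at 8 h, because more genes enter the list. The other alternatives were chosen after seeing the data. At a size of 4-fold, 25 genes were lower and 17 higher with endogenous promoters at 12 h, 128 and 6 with Pzev-*IME1*, and 795 and 194 with both; 12 late genes were lower with endogenous promoters and 14 higher in *kar4*Δ/Δ with both promoters, and the effects of *kar4*Δ/Δ differed between backgrounds for 159 and 1065 genes. In the paper's direct comparisons (S6 Data, in part), the genes at least 2-fold apart with endogenous promoters were 14, 5, 15, 1 and 1 at 2, 4, 6, 8 and 12 h, where subtraction gave 81, 57, 86, 59 and 54, and 106 against 161 with Pzev-*IME1* at 12 h; the cause was not tested. Most 2-fold differences by subtraction with endogenous promoters are therefore uncertain, the large ones included.

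Other pseudocounts, other filters on low values, upper-quartile rescaling, library weights, fits by background, count tests, the adjusted p with a fold minimum, camera, fry and leaving out each replicate were set in advance and not run, because the table holds 1 fold change per condition. No paired analysis was possible because the deposited table combines the 2 replicates of each condition. Depth limits cannot be given, since counts for all genes were not used here.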

Differences from the paper's values

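*SPS2* was 25.8-fold lower in *kar4*Δ/Δ than in wild type with Pzev-*IME1* at 12 h, or -4.69 on the log2 scale, where the paper's reported value, from qPCR, is 3-fold; quantile normalization, set before the data were examined, gave 6.99-fold and did not bring it within the paper's value. The paper's direct RNA-seq comparison of *SPS2* in S6 Data, chosen after seeing the values, is -3.63 on the log2 scale. *GAS4* was 9.14-fold lower, or -3.19 on the log2 scale, against the paper's 3-fold from qPCR, which its Fig 5B gives on a fold scale. Under quantile normalization it was 3.52-fold, within 1.5 times of the paper's value. The *MEI5* log2 difference at 8 h with Pzev-*IME1* was 0.19, where the paper's replicate counts in S1 Data give -0.0456 with an SD of 0.358; the 2 values differ in sign only, and under quantile normalization the value was 0, which does not differ from the paper's.

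The paper describes late gene expression as largely restored in *kar4*Δ/Δ when *IME1* and *RIM4* are both overexpressed. Its heatmaps of the late clusters (Fig 3B) are from microarrays, and it also reports sporulation near that of wild type S288c. The values here are from RNA-seq at 12 h, its last time point, on other gene lists. The *NDT80* regulon of that strain rose only late, from 0.34 at 8 h to 1.92 at 12 h, so later hours could differ. Over the 82 late genes, 47 were higher than in *kar4*Δ/Δ Pzev-*IME1* and 74 were lower than in wild type with both promoters (19 and 60 after quantile normalization). Against wild type Pzev-*IME1*, on which the 82 genes were chosen, 59 were lower and 3 higher (51 and 3 after quantile normalization), the *NDT80* regulon, a list fixed apart from these values, had a median log2 fold change of 1.92 against 3.05, and the 18 late genes of the other list had a median difference of -0.27, with 5 lower and 3 higher. These 18 genes stood at a median of only 0.78 in wild type Pzev-*IME1*, and 13 have no standard name. The paper describes the remaining reduction of *NDT80* in that strain as moderate, and the difference at 12 h was -4.76, or -4.52 from the paper's own counts in S1 Data and -1.49 after quantile normalization. Wild type with both promoters already had the first-wave genes high at 0 h, so the gaps to it may include a different start. The paper states that *IME2* does not differ with endogenous promoters (S2 Fig) and that it is reduced (Fig 1C); it was lower at 4 of 5 time points, by at most -0.65, and at 2 of 5 after quantile normalization. The paper describes little or no effect on the transcripts of *MEI5*, *SAE3*, *ECM11* and *GMC2* at 12 h, and 3 of these 4 were at least 2-fold lower in *kar4*Δ/Δ, with *SAE3* at -0.77, whereas the paper's own counts in S1 Data give -0.96 for *MEI5*, -0.42 for *SAE3*, -1.07 for *ECM11* and -1.75 for *GMC2*, so 2 of the 4 reach 2-fold in them; at 8 h no difference of the 4 genes reached 2-fold, as the paper has it, and quantile normalization gives a lower value at 12 h for *GMC2* only. The paper places the early reduction in the second wave of Ime1p-dependent genes and not in the first, from microarrays; its windows are 1 to 3.5 h and 6 to 13 h. In the RNA-seq with endogenous promoters the first wave had a median of -0.39 at 2 h, and of -0.59, -0.90 and -0.81 at 6, 8 and 12 h (0.13, -0.23 and -0.11 after quantile normalization). The second wave had medians of 0.04, -0.30 and -0.31 at 6, 8 and 12 h (0.29, -0.08 and 0.07 after quantile normalization), so its median as a whole was not the more reduced. The subset that the paper calls *KAR4*-dependent was not examined apart, so its statement was not tested. In the paper's Fig 4B *IME2* of *kar4*Δ/Δ peaks earlier with both promoters than with Pzev-*IME1* alone. Its counts with Pzev-*IME1* alone have a mean of 7787 at 8 h and 8615 at 12 h. In the deposited columns the highest value was at 8 h in both strains (4.68 against 4.60 at 12 h with Pzev-*IME1* alone). The gap is small and the replicate counts of the 2 hours overlap, so the deposited columns do not contradict the paper's timing.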

Other observations

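The test in this part was chosen after the results were seen. The *NDT80* regulon of *kar4*Δ/Δ with both Pzev promoters stood at a median of 1.92 at 12 h, between the 2 h and 4 h values of wild type in that background, so *kar4*Δ/Δ cells may stand earlier in the wild type course. This predicts that recombination and synaptonemal complex genes, which decline late in wild type, are higher in *kar4*Δ/Δ at 12 h, and their median difference was 0.76, with *MND1* at 2.15, *MEK1* at 1.76 and *HOP1* at 1.73, although *MLH3* went the other way (-1.33). The nitrogen genes do not follow the wild type course at any time, so an earlier position is at most part of the difference.

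*BMH1* and *CDC5*, which the paper assigns to late clusters reduced in *kar4*Δ/Δ on its microarrays, went different ways in the RNA-seq. *BMH1* was not lower in *kar4*Δ/Δ Pzev-*IME1* at any time point (between 0.02 and 0.58), whereas *CDC5* was lower at 12 h. With both promoters *BMH1* was at -1.71 at 12 h and *CDC5* at -4.63. The genes of the iron regulon were lower in *kar4*Δ/Δ Pzev-*IME1* at 8 h (13 of 19 at least 2-fold, median -1.40) and at 12 h (8 of 19, median -0.92), with *FIT1* at -2.14, *FIT3* at -1.71 and *FTR1* at -1.60 at 12 h. Heat shock and general stress genes were lower in the column labelled *kar4*Δ/Δ at 0 h with endogenous promoters (14 of 33, median -0.94, or 23 of 33 and -2.18 after quantile normalization).

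At 12 h, medians of the remaining lists with Pzev-*IME1* and with both Pzev promoters were 0.08 and -4.76 for 8 late sporulation genes, -0.03 and 0.86 for 35 DNA replication genes, -0.44 and -0.68 for 14 meiotic regulators, -0.36 and -0.40 for the 6 genes of the methyltransferase complex, *KAR4* included, and -0.23 and -0.64 for 30 mating genes. They were -0.33 and -0.14 for 16 glyoxylate and gluconeogenesis genes, 0.17 and 1.08 for 15 fatty acid oxidation genes, 0.17 and -0.03 for 36 respiratory chain genes, 0.16 and -0.55 for 24 autophagy genes, -0.43 and 0.30 for 32 proteasome genes, -0.01 and 0.17 for 15 phosphate starvation genes and -0.07 and 0.42 for 5 auxotrophic marker genes. After quantile normalization the medians of the meiotic regulators and mating genes with both promoters, and of the methyltransferase complex in both backgrounds, had the other sign, and so did the small values of DNA replication and auxotrophic marker genes with Pzev-*IME1*. With both promoters the late sporulation genes were then at -1.59, the fatty acid oxidation genes at 0.47 and the autophagy genes at -0.06.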
